# NR4A1 deletion promotes pro-angiogenic polarization of macrophages derived from classical monocytes in a mouse model of neovascular age-related macular degeneration

**DOI:** 10.1186/s12974-023-02928-1

**Published:** 2023-10-19

**Authors:** Steven Droho, Andrew P. Voigt, Jacob K. Sterling, Amrita Rajesh, Kyle S. Chan, Carla M. Cuda, Harris Perlman, Jeremy A. Lavine

**Keywords:** Angiogenesis, Choroidal neovascularization, Macrophage, Monocyte, Non-classical monocytes, Neovascular age-related macular degeneration

## Abstract

**Background:**

Neovascular age-related macular degeneration causes vision loss from destructive angiogenesis, termed choroidal neovascularization (CNV). *Cx3cr1*^*−/−*^ mice display alterations in non-classical monocytes and microglia with increased CNV size, suggesting that non-classical monocytes may inhibit CNV formation. NR4A1 is a transcription factor that is necessary for maturation of non-classical monocytes from classical monocytes. While *Nr4a1*^*−/−*^ mice are deficient in non-classical monocytes, results are confounded by macrophage hyper-activation. *Nr4a1*^*se2/se2*^ mice lack a transcriptional activator, resulting in non-classical monocyte loss without macrophage hyper-activation.

**Main body:**

We subjected *Nr4a1*^*−/−*^ and *Nr4a1*^*se2/se2*^ mice to the laser-induced CNV model and performed multi-parameter flow cytometry. We found that both models lack non-classical monocytes, but only *Nr4a1*^*−/−*^ mice displayed increased CNV area. Additionally, CD11c^+^ macrophages were increased in *Nr4a1*^*−/−*^ mice. Single-cell transcriptomic analysis uncovered that CD11c^+^ macrophages were enriched from *Nr4a1*^*−/−*^ mice and expressed a pro-angiogenic transcriptomic profile that was disparate from prior reports of macrophage hyper-activation.

**Conclusions:**

These results suggest that non-classical monocytes are dispensable during CNV, and NR4A1 deficiency results in increased recruitment of pro-angiogenic macrophages.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12974-023-02928-1.

## Background

Age-related macular degeneration (AMD) is one of the leading causes of blindness in the developed world. AMD is first diagnosed when yellow, inflammatory lipoprotein deposits called drusen develop underneath the retinal pigment epithelium (RPE). Drusen, which are composed of many factors including lipids and complement proteins [1], create a chronic, inflammatory microenvironment between the RPE and choriocapillaris, which nourishes the RPE. This complement-driven inflammatory microenvironment stimulates monocyte and macrophage recruitment, which can lead to pathological and destructive angiogenesis [2], termed choroidal neovascularization (CNV), which is the key feature of neovascular AMD. Neovascular AMD is currently treated with anti-vascular endothelial growth factor (VEGF) medications which improve vision by 5–10 letters on average [3, 4]. Despite maximal monthly anti-VEGF treatment, however, 15% of patients still lose vision [5]. Thus, an unmet need exists for anti-VEGF-resistant neovascular AMD patients.

Since drusen include complement factors that recruit macrophages [1], macrophages express both complement components and receptors [6], and AMD is associated with many complement genes [7–9], macrophages are a potential target for anti-VEGF resistant patients. In support of this hypothesis, surgically excised CNV membranes contain macrophages [10], and global macrophage ablation decreases laser-induced CNV, a murine model of neovascular AMD [11, 12]. However, macrophages are highly heterogeneous cells, displaying diverse transcriptional signatures [13], and their function is based upon both their origin and microenvironment. Choroidal macrophages are known to be fully replenished from the monocyte pool [14], which includes both classical and non-classical monocytes. *Ccr2*^*−/−*^ mice, which are deficient in classical monocyte recruitment to tissue, show decreased CNV area equivalent to global macrophage ablation [15–17], suggesting that classical monocytes and classical monocyte-derived macrophages (MDMs) are pathogenic during CNV. Furthermore, our lab has previously shown that CD11c^+^ macrophages are derived from classical monocytes, express a pro-angiogenic transcriptome in both mice and humans, and are necessary for the laser-induced CNV model [16, 18]. However, little is known about the role of non-classical monocytes and non-classical MDMs in the laser-induced CNV model.

Non-classical monocytes express high levels of CD43 and Cx3cr1, and low levels of CCR2 and Ly6C [19]. Lack of Cx3cr1 expression in non-classical monocytes impairs their function, including their ability to stimulate endothelial cell proliferation and regeneration after carotid injury [20]. Furthermore, the *Cx3cr1*^*−/−*^ mouse, which demonstrates both non-classical monocyte dysfunction and microglial alterations, shows increased CNV area [21]. These data suggest that non-classical monocytes may suppress pathological angiogenesis during laser-induced CNV. In agreement with a pathogenic role for classical monocytes and homeostatic role of non-classical monocytes in the eye, *Ccr2*^*−/−*^ and *Ccl2*^*−/−*^ mice are resistant to diabetic retinopathy [22, 23], while *Cx3cr1*^*−/−*^ and *Nr4a1*^*−/−*^ mice, two models of non-classical monocyte deficiency, show exacerbated diabetic retinopathy progression [24, 25]. NR4A1 is transcription factor that is necessary for maturation of non-classical monocytes from classical monocytes [26]. Although *Nr4a1*^*−/−*^ mice lack non-classical monocytes, NR4A1 loss can lead to macrophage hyper-activation [27], confounding results from this model. To address this limitation, *Nr4a1*^*se2/se2*^ mice lack a super enhancer 2 region located 4 kb upstream of the *Nr4a1* transcriptional start site and display non-classical monocyte deficiency without macrophage hyper-activation [28].

To determine the role of NR4A1 and non-classical monocytes in the laser-induced CNV model, we performed multi-parameter flow cytometry and measured CNV size in both *Nr4a1*^*−/−*^ and *Nr4a1*^*se2/se2*^ mice. We found that both models were deficient in non-classical monocytes, but CNV area was increased in only *Nr4a1*^*−/−*^ mice. Additionally, CD11c^+^ macrophage numbers were increased from *Nr4a1*^*−/−*^ laser-treated eyes. Next, we performed single-cell transcriptional profiling and found that a CD11c^+^ macrophage subtype was enriched from *Nr4a1*^*−/−*^ laser-treated eyes and expressed a pro-angiogenic transcriptome. These data suggest that non-classical monocytes are dispensable in the laser-induced CNV model and that *Nr4a1* deficiency alters gene expression toward a more pro-angiogenic transcriptional profile.

## Methods

### Animals

All studies were performed on 10- to 12-week-old mice. Wildtype (C57BL/6J; stock #000664), *Nr4a1*^*−/−*^ (B6;129S2-*Nr4a1*^*tm1Jmi*^/J; #006187) and *Nr4a1*^*se2/se2*^ (C57BL/6-*Rr39*^*em1Ched*^/J; #030204) animals were bred in house for one or two generations from breeders purchased from The Jackson Laboratory (Bar Harbor, ME). All experiments were approved by the Northwestern University Institutional Animal Care and Use Committee, and adhere to the ARVO statement for the Use of Animals in Ophthalmic and Vision Research. Genotyping was confirmed by Transnetyx, Inc. (Cordova, TN).

### Laser-induced CNV model

Experiments were performed as previously described [29]. Briefly, anesthetized mice had their eyes dilated and lasered with a slit lamp (Zeiss) mounted ophthalmic laser (IRIDEX). Each eye was treated with either 4 (CNV area quantification) or 8 (scRNA/CITE-Seq and flow cytometry analysis) focal laser burns (75 μm, 110 mW, 100 ms).

### Multi-parameter flow cytometry analysis

Experiments were performed as described [18] on female mice. Posterior eye cups were prepared into single cell suspensions and treated according to the detailed flow cytometry protocol [30]. Antibodies for preparation and single color controls can be found in Additional file 7: Table S5. Samples were run on a BD FACSSymphomy A5-Laser Analyzer (BD Biosciences) at the Northwestern University RHLCCC Flow Cytometry Facility.

### Immunofluorescence staining

Enucleated eyes were stained as previously described [29]. Choroidal whole mounts (RPE, choroid, and sclera) were fixed and stained with the antibodies described in Additional file 7: Table S5. Images were obtained on a Nikon Ti2 Widefield microscope using a 10 × objective in the Northwestern Center for Advanced Microscopy using Nikon NIS Elements software (Nikon). ImageJ software (NIH) was used to measure CNV area by a masked grader.

### Ex vivo* choroidal sprouting assay*

Experiments were performed as described [29] on female mice. Pieces of choroid were dissected and placed on Matrigel (Corning) in endothelial cell growth media (EGM2, Lonza). Media were changed every 2 days and pictures were taken on day 4 with a Nikon Ti2 Widefield microscope using a 4 × objective and Nikon NIS Elements software. Images were analyzed with Nikon Elements General Analysis. Images were preprocessed with edge detection and segmented with thresholding. Total area was measured for each image with central choroidal tissue subtracted from the angiogenesis area.

### Single-cell RNA-seq and CITE-Seq sample preparation

Single-cell suspensions of posterior eye cups were obtained as previously described [18] using female mice. Prior to any staining, cell suspensions were subjected to a CD45 enrichment using the protocol provided by the manufacturer (Miltenyi Biotec, 130-052-301). Enriched, live cells were stained with ADT antibodies (Additional file 8: Table S6), CD45, and CD11b (Additional file 7: Table S5) and sorted on a BD FACSAria cell sorter (BD Biosciences) at the Northwestern University RHLCCC Flow Cytometry Facility. Sorted populations were collected in MACS buffer (Miltenyi Biotec, 130-091-221). Cells were centrifuged at 350×*g *for 10 min at 4 °C and resuspended in RPMI (MilliporeSigma, R8758). scRNA-seq libraries were prepared as previously described [31] using the Single Cell 3’ v3 Reagent Kit. Gel Bead in emulsions were generated by the 10 × Genomics Chromium Controller in the Northwestern Metabolomics Core Facility. Barcoded libraries were sequenced on the NextSeq 2000 platform using the P3 flow cell 100 bp. FASTQ files were generated from basecalls using bcl2fastq (Illumina). Resulting FASTQ files were mapped to the mouse genome mm10 using CellRanger v7.0.1 (10X Genomics, Pleasanton, CA) and demultiplexed into independent RNA and antibody derived tag (ADT) libraries.

### Bioinformatics: clustering

To remove low-quality cells and doublets, cells were filtered if they had fewer than 200 unique RNA features, greater than 5000 unique RNA features, or had greater than 15% of RNA reads mapping to the mitochondrial genome. After filtering, we removed 401 cells, and 11,223 (96.55%) cells remained for downstream analysis (*n* = 3791 WT-laser, *n* = 1649 *Nr4a1*-laser, *n* = 3763 WT-control, *n* = 2020 *Nr4a1*-control). Filtered RNA and ADT assays were independently normalized, scaled, and integrated with reciprocal principal component analysis [32] using the Seurat R package (version 4.1) [33]. Integrated RNA and ADT assays were then combined with weighted nearest neighbor (WNN) multimodal analyses [33]. Clustering was performed with the FindMultiModalNeighbors (RNA dimensions = 19, ADT dimensions = 12) and FindClusters (resolution = 0.4) functions. A mononuclear phagocyte subset was created. From the subsetted data, both RNA and ADT assays were rescaled and renormalized before constructing a new WNN graph with FindMultiModalNeighbors. Clustering was performed with the FindMultiModalNeighbors (RNA dimensions = 21, ADT dimensions = 12) and FindClusters (resolution = 0.4) functions.

### Bioinformatics: differential expression

Differential Expression was performed with the Wilcoxon Rank Sum test using the FindMarkers function within Seurat. RNA features were included in differential expression if they were expressed in at least 10% of cells and had log2FC > 0.59 (1.5-fold) between the cluster of interest and all other cells. The 1.5-fold cutoff was chosen so that were enough differentially expressed genes in each cluster for pathway analysis. Differential expression for ADT features was performed without cutoff. To identify biological pathways associated with different macrophage populations, differentially expressed genes from macrophage clusters were input into Ingenuity Pathway Analysis (QIAGEN Inc., https://digitalinsights.qiagen.com/IPA). Canonical pathways terms with a z-score of > 2, a *p*-value of < 0.01, and at least 4 differentially expressed genes in the pathway grouping were included in visualizations.

### Statistics

Data were checked for normality using the Shapiro–Wilk test and the appropriate parametric or non-parametric test was chosen for each dataset. All distributions were parametric except for laser CNV studies. Flow cytometry data were analyzed using Brown–Forsythe and Welch ANOVA followed by Dunnett’s T3 multiple comparisons test (classical monocytes) or two-way ANOVA followed by Sidak’s multiple comparisons test (non-classical monocytes, macrophages, microglia, and dendritic cells). Laser CNV was compared using the Kruskal–Wallis test followed by Dunn’s multiple comparisons test. Choroidal sprouting area was compared using Student’s unpaired *t* test. Hypergeometric enrichment analysis was performed with the phyper function in the R stats (v4.1.0) package. Enrichment was deemed significant at the α = 0.05 level with a Bonferroni correction for testing multiple hypotheses.

## Results

We performed multi-parameter flow cytometry on mouse retina and choroid–RPE–scleral complex to identify macrophage heterogeneity and confirm non-classical monocyte deficiency in *Nr4a1*^*−/−*^ and *Nr4a1*^*se2/se2*^ mice. Female mice were chosen for flow cytometry experiments because we previously showed that female mice have greater immune cell infiltration during laser-induced CNV compared to male mice, but the pattern of macrophage heterogeneity was unchanged [16]. Experiments were performed on Day 3 after laser, the peak of macrophage recruitment [16]. We first gated single, live cells (Fig. 1A). Next, CD45^+^ cells were identified (Fig. 1B). Mononuclear phagocytes were delineated as CD11b^+^ and Lin^neg^ (B220, CD4, CD8, NK1.1, Ly6G, SiglecF) cells (Fig. 1C). CD64 was used to isolate macrophages from non-macrophage cells (Fig. 1D). Microglia were defined as CD45^dim^Cx3cr1^high^ cells (Fig. 1E). Non-microglia were gated forward and divided into 4 subtypes by MHCII and CD11c expression (Fig. 1F). From CD64^neg^ non-macrophages, dendritic cells (DC) were identified as MHCII^+^CD11c^+^ cells (Fig. 1G). Non-DC were gated forward, classical and non-classical monocytes were defined as Cx3cr1^+^Ly6C^+^ and Cx3cr1^+^Ly6C^neg^ cells, respectively (Fig. 1H).

**Fig. 1:**
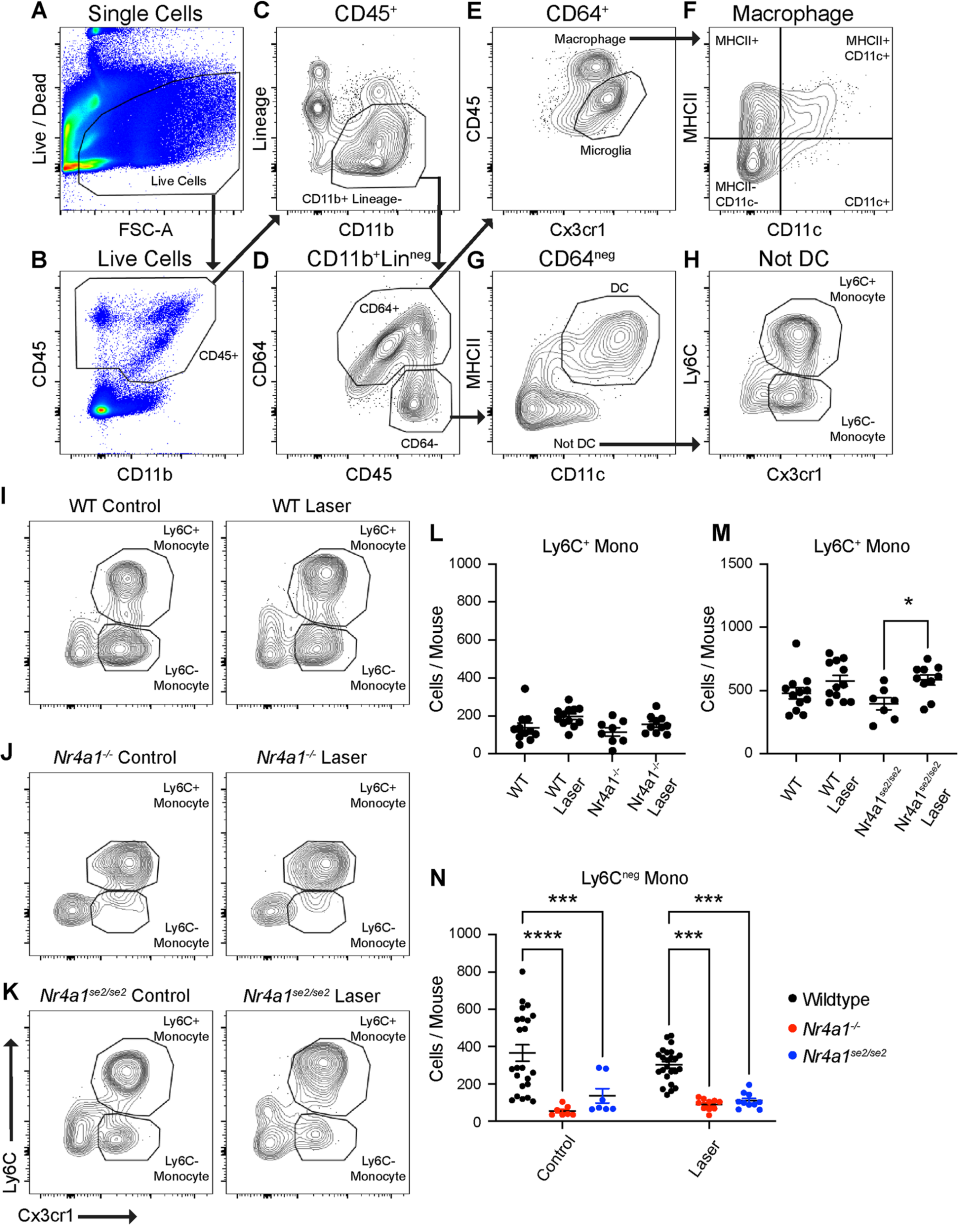
*Nr4a1*^*−/−*^ and *Nr4a1*^*se2/se2*^ mice are deficient in non-classical monocytes. **A–H** Gating strategy to include live cells (**A**), CD45^+^ cells (**B**), CD11b^+^Lin^neg^ cells (**C**), and CD64^+^ vs CD64^neg^ cells (**D**). Lineage (Lin) gate included T cells, B cells, NK cells, Eosinophils, and Neutrophils. **E** Gating of microglia vs macrophages from CD64^+^ cells. **F.** Gating of macrophage subtypes. **G** Gating of DCs from CD64^neg^ cells. **H** Gating of monocyte subtypes from non-DCs. **I–K** Representative monocyte plots from control and laser-treated WT (**I**) *Nr4a1*^*−/−*^ (**J**), and *Nr4a1*^*se2/se2*^ (**K**) eyes. **L, M** Number of classical monocytes from WT vs *Nr4a1*^*−/−*^ eyes (**L**) and WT and *Nr4a1*^*se2/se2*^ eyes (**M**). **N**: Numbers of non-classical monocytes from WT, *Nr4a1*^*−/−*^, and *Nr4a1*^*se2/se2*^ eyes. N = 7–12 mice per group. Data were analyzed using Brown–Forsythe and Welch ANOVA followed by Dunnett’s T3 multiple comparisons test (**L**, **M**) or two-way ANOVA followed by Sidak’s multiple comparisons test (**N**) *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. *DC* dendritic cell, *Mono* monocyte, *WT* wildtype

The above gating strategy was used on control and laser-treated wildtype (WT), *Nr4a1*^*−/−*^, and *Nr4a1*^*se2/se2*^ eyes. Representative terminal gates are shown in Fig. 1I–K. In WT and *Nr4a1*^*−/−*^ eyes, classical monocytes were unchanged (Fig. 1L). Classical monocytes were slightly increased in *Nr4a1*^*se2/se2*^ laser-treated eyes compared to control *Nr4a1*^*se2/se2*^ eyes (*p* < 0.05, Fig. 1M). Non-classical monocytes, however, were reduced by 84.9% (p < 0.0001) in *Nr4a1*^*−/−*^ control and 70.0% (*p* < 0.001) in *Nr4a1*^*−/−*^ laser-treated eyes (Fig. 1N). Non-classical monocytes were similarly reduced by 62.8% (*p* < 0.001) in *Nr4a1*^*se2/se2*^ control and 63.4% (*p* < 0.0001) in *Nr4a1*^*se2/se2*^ laser-treated eyes (Fig. 1N). No difference in non-classical monocyte numbers was detected between *Nr4a1*^*−/−*^ and *Nr4a1*^*se2/se2*^ eyes in control or laser-treated eyes. These data demonstrate that both *Nr4a1*^*−/−*^ and *Nr4a1*^*se2/se2*^ models are deficient in non-classical monocytes, as expected.

Next, we compared macrophage subtypes between WT, *Nr4a1*^*−/−*^, and *Nr4a1*^*se2/se2*^ eyes to identify non-classical monocyte-derived macrophages (MDMs). Representative terminal gates are shown in Fig. 2A. MHCII^+^CD11c^neg^ macrophages were increased by laser treatment in *Nr4a1*^*se2/se2*^ eyes (*p* < 0.001), and this increase was greater than WT laser-treated (*p* < 0.01) and *Nr4a1*^*−/−*^ laser-treated eyes (*p* < 0.05, Fig. 2B). MHCII^+^CD11c^+^ macrophage counts were elevated by laser in WT, *Nr4a1*^*−/−*^, and *Nr4a1*^*se2/se2*^ eyes by 4.3-, 7.4-, and 7.5-fold, respectively (*p* < 0.0001 for all, Fig. 2C). MHCII^+^CD11c^+^ macrophages from *Nr4a1*^*se2/se2*^ laser-treated eyes were significantly greater than WT laser-treated eyes (*p* < 0.05, Fig. 2C). MHCII^neg^CD11c^neg^ macrophage numbers enlarged after laser in WT, *Nr4a1*^*−/−*^, and *Nr4a1*^*se2/se2*^ eyes by 2.4- (*p* < 0.0001), 3.0- (*p* < 0.0001), and 3.4-fold (*p* < 0.001), respectively (Fig. 2D). MHCII^neg^CD11c^neg^ macrophages from *Nr4a1*^*−/−*^ laser-treated eyes were significantly greater than WT laser-treated and *Nr4a1*^*se2/se2*^ laser-treated eyes (*p* < 0.01 for both, Fig. 2D). MHCII^neg^CD11c^+^ macrophages increased after laser in WT, *Nr4a1*^*−/−*^, and *Nr4a1*^*se2/se2*^ eyes by 5.0- (*p* < 0.0001), 7.4- (*p* < 0.0001), and 4.5-fold (*p* < 0.05), respectively (Fig. 2E). MHCII^neg^CD11c^+^ macrophages from *Nr4a1*^*−/−*^ laser-treated eyes were significantly greater than WT laser-treated and *Nr4a1*^*se2/se2*^ laser-treated eyes (*p* < 0.0001 for both, Fig. 2E). These data suggest that no macrophage subset was derived from non-classical MDMs. Additionally, *Nr4a1*^*se2/se2*^ laser-treated eyes have greater MHCII^+^CD11c^neg^ and MHCII^+^CD11c^+^ macrophages than WT laser-treated eyes, while *Nr4a1*^*−/−*^ laser-treated eyes showed more MHCII^neg^CD11c^neg^ and MHCII^neg^CD11c^+^ macrophages than WT laser-treated eyes.

**Fig. 2:**
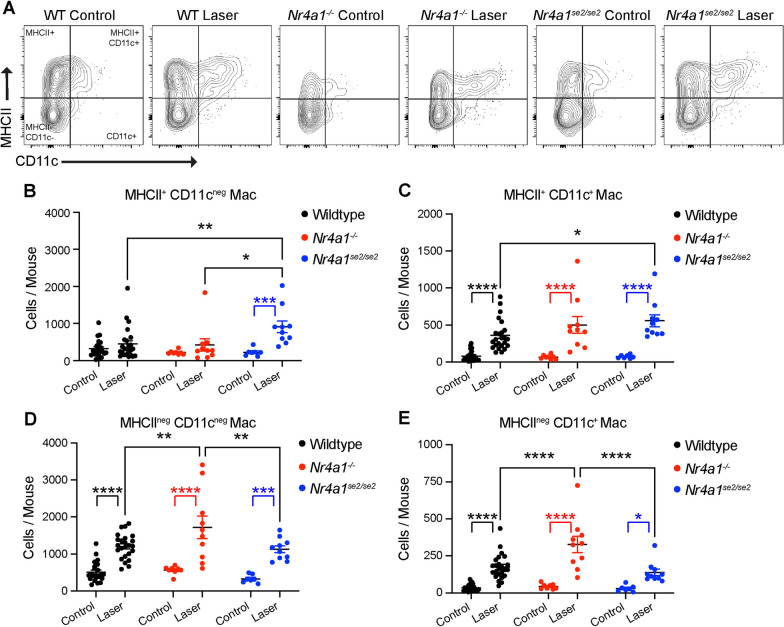
Macrophage subtypes are altered in *Nr4a1*^*−/−*^ and *Nr4a1*^*se2/se2*^ eyes. **A** Representative macrophage plots from control and laser-treated WT, *Nr4a1*^*−/−*^, and *Nr4a1*^*se2/se2*^ eyes. **B–E** Number of MHCII^+^CD11c^neg^ (**B**), MHCII^+^CD11c^+^ (**C**), MHCII^neg^CD11c^neg^ (**D**), and MHCII^neg^CD11c^+^ (**E**) macrophages from each group. N = 7–23 mice per group. Two-way ANOVA followed by Sidak’s multiple comparisons test *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. *Mac* macrophage, *WT* wildtype

Microglia and DC were compared between WT, *Nr4a1*^*−/−*^, and *Nr4a1*^*se2/se2*^ eyes. Representative terminal gates are shown in Fig. 3A, B for microglia and DC, respectively. Microglia numbers increased after laser by 1.3- (*p* < 0.05) and 1.5-fold (*p* < 0.01) in WT and *Nr4a1*^*se2/se2*^ eyes (Fig. 3C). *Nr4a1*^*se2/se2*^ laser-treated eyes demonstrated greater microglia than WT (*p* < 0.05) and *Nr4a1*^*−/−*^ laser-treated eyes (*p* < 0.001). DC numbers were elevated by 3.3-, 4.6-, 3.8-fold after laser treatment in WT, *Nr4a1*^*−/−*^, and *Nr4a1*^*se2/se2*^ eyes, respectively (*p* < 0.0001 for all, Fig. 3D), with no differences between genotypes. These data suggest that *Nr4a1*^*se2/se2*^ laser-treated eyes have slightly greater microglia, while DCs were equally increased after laser in all genotypes.

**Fig. 3:**
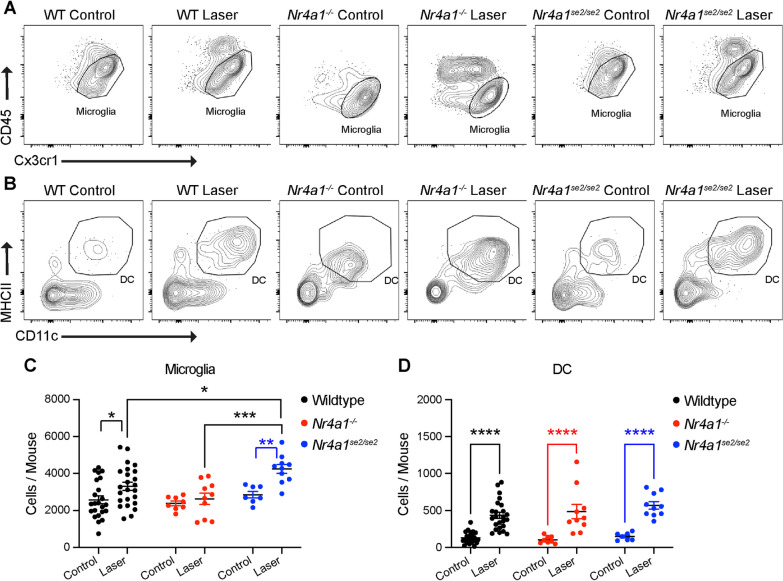
Numbers of microglia and DCs from *Nr4a1*^*−/−*^ and *Nr4a1*^*se2/se2*^ eyes. **A, B** Representative microglia (**A**) and DC (**B**) plots from control and laser-treated WT, *Nr4a1*^*−/−*^, and *Nr4a1*^*se2/se2*^ eyes. **C, D** Number of microglia (**C**) and DC (**D**) from each group. *N* = 7–23 mice per group. Two-way ANOVA followed by Sidak’s multiple comparisons test *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. *DC* dendritic cell, *WT* wildtype

We next measured laser-induced CNV area in WT, *Nr4a1*^*−/−*^, and *Nr4a1*^*se2/se2*^ mice. Representative choroidal wholemounts stained for ICAM2 are shown in Fig. 4A–C on Day 7 after laser injury. We found that *Nr4a1*^*−/−*^ mice showed 1.9- and 2.0-fold greater CNV area compared to WT (*p* < 0.001) and *Nr4a1*^*se2/se2*^ mice (*p* < 0.001), respectively (Fig. 4D). *Nr4a1*^*se2/se2*^ mice showed no change in CNV area compared to WT mice. This effect was not sex-specific as *Nr4a1*^*−/−*^ mice demonstrated 1.7- (*p* < 0.05) and 2.1-fold (*p* < 0.01) greater CNV area compared to WT mice in female (Fig. 4E) and male (Fig. 4F) mice, respectively. These data suggest that non-classical monocytes and non-classical MDMs play no significant role in the laser-induced CNV model. Additionally, these data suggest that MHCII^neg^CD11c^neg^ and MHCII^neg^CD11c^+^ macrophages, which were increased in *Nr4a1*^*−/−*^ laser-treated eyes, may promote the laser-induced CNV model.

**Fig. 4:**
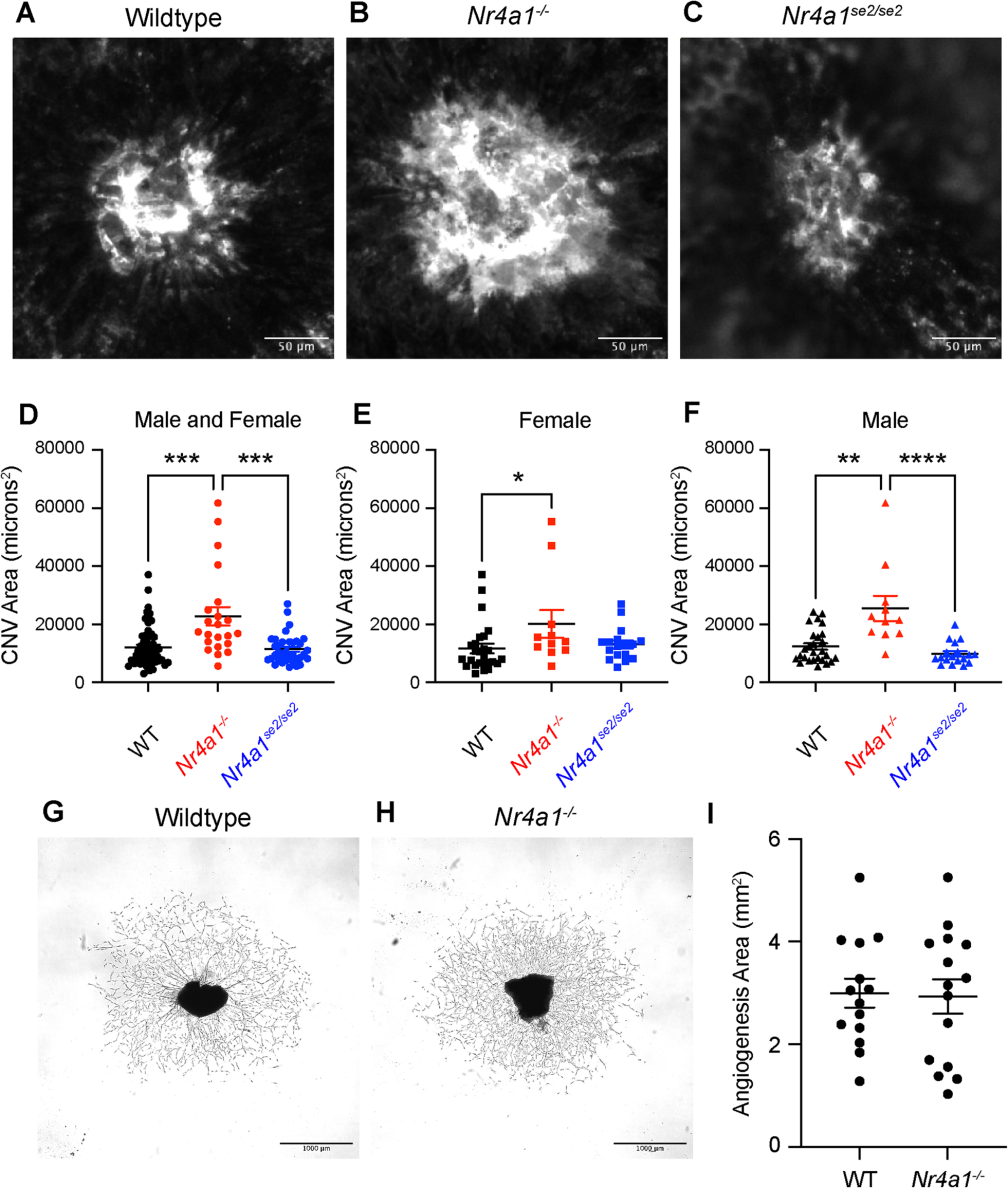
*Nr4a1*^*−/−*^ mice show increased laser-induced CNV area. **A–C** Representative choroidal wholemounts of a single CNV lesion from WT, *Nr4a1*^*−/−*^, and *Nr4a1*^*se2/se2*^ mice. **D–F** Laser-induced CNV area per mouse for all animals, female, and male mice. *N* = 22–53 mice per group. Kruskal–Wallis test followed by Dunn’s multiple comparisons test *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. **G, H** Representative choroidal sprouts from WT and *Nr4a1*^*−/−*^ eyes. **I** Average angiogenesis area was equivalent between groups. *N* = 14–15. Student’s unpaired t test

Since *Nr4a1*^*−/−*^ is also expressed in choroidal endothelial cells [34, 35], we performed the choroidal sprouting assay with tissue from both WT and *Nr4a1*^*−/−*^ mice. The choroidal sprouting assay tests endothelial cell growth potential by measuring spontaneous sprouting angiogenesis of choroid–RPE–scleral pieces in Matrigel [36]. We found that WT and *Nr4a1*^*−/−*^ mice displayed equal choroidal sprouting angiogenesis (Fig. 4G–I), suggesting that endothelial cells from both genotypes have equal capacity for migration, proliferation, and tube formation.

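Immune cells of the posterior eye were measured by single-cell RNA sequencing together with antibody-derived tags (ADT), DNA barcodes on antibodies that are counted beside the transcripts of the same cell. The 4 groups were WT control, WT laser, *Nr4a1*-/- control and *Nr4a1*-/- laser, and each group was 1 library of pooled eyes. No group has a replicate library, so the spread between animals is unknown. The paper's methods give different strain labels for the WT and the *Nr4a1*-/- mice. Strain background therefore cannot be told apart from genotype in any comparison between them. Laser-treated eyes received 8 focal burns and were taken on day 3, and live CD45+ cells were sorted. The paper's methods name the 3' v3 kit, whereas the deposited labels name the v2 kit. The authors mapped the reads to mm10 with Cell Ranger 7.0.1 and deposited, for each library, the raw unique molecular identifier (UMI) counts of 32285 genes and 87 ADTs per cell, without normalization. The number of ADTs that are isotype controls is 0, so the level of unspecific antibody binding cannot be measured. RNA depth was 24822857 UMIs in WT control, 38052948 in WT laser, 13577173 in *Nr4a1*-/- control and 7848548 in *Nr4a1*-/- laser. ADT depth was 1991289, 2388717, 953507 and 585427 UMIs in the same order. After the paper's filter, the median cell held 5202, 7618, 5478 and 3676 RNA UMIs in that order, so the *Nr4a1*-/- laser library was the shallowest. Cells were clustered again with Seurat 5.3.0 by the paper's steps: integration over libraries by reciprocal principal component analysis, weighted nearest neighbors on 19 RNA and 12 ADT dimensions, and resolution 0.4. In a change from the paper, the genes of the lists whose levels are reported, and the ADTs of CD11c and MHCII, were left out of the clustering, so that these levels did not make the clusters. A cluster was called "X-like" from fixed marker genes, at least 3 of them detected. It stayed unnamed where its leading genes or UMI count spoke against the name. The markers, 14 gene lists, the rule for naming genes and most alternatives were set before the data were examined. Doublets were limited only by the paper's upper limit on detected genes, because the automatic Scrublet threshold marked 0.169% of the cells. Shares of cells carry exact Clopper-Pearson 95% intervals, sums of UMIs exact Poisson intervals, and ratios of UMI sums exact conditional binomial intervals. These intervals cover counting error only and not the spread between animals. Cells were not taken as replicates, and no p-value was computed between genotypes or between laser and control. The only test across genes compared MDM-B-like cells with other macrophage and microglia-like cells of the same library in the 2 laser libraries. To compare libraries at equal depth, each cell was also thinned to 2000 UMIs, with shallower cells left out.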

Next, we performed multimodal single-cell RNA-sequencing (scRNA-seq) and Cellular Indexing of Transcriptomes and Epitopes sequencing (scCITE-seq) to analyze simultaneous RNA and protein expression from control and laser-treated WT and *Nr4a1*^*−/−*^ mice. We set out to determine if the increased MHCII^neg^CD11c^neg^ and/or MHCII^neg^CD11c^+^ macrophages from *Nr4a1*^*−/−*^ eyes observed from flow cytometry are pro-angiogenic and may lead to greater CNV area. We harvested eyes from 22 female WT and *Nr4a1*^*−/−*^ control mice, and 11–12 wildtype and *Nr4a1*^*−/−*^ laser-treated mice on Day 3 after laser injury. 

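*Nr4a1*, the disrupted gene, encodes an orphan nuclear receptor and is an immediate-early gene in immune cells (ENSMUSG00000023034, chromosome 15 of GRCm38, 101254269 to 101274795, plus strand). Its level was lower in the *Nr4a1*-/- library than in the WT library in each of 7 cell classes, in the laser pair and in the control pair. In microglia-like cells, its level in CPM, the UMIs of a gene scaled to all UMIs of the class, was 200.2 in WT control, 146 in WT laser, 60.6 in *Nr4a1*-/- control and 48.0 in *Nr4a1*-/- laser. The *Nr4a1*-/- to WT ratio in these cells was 0.303 (0.239 to 0.379) in the control pair and 0.328 (0.206 to 0.499) in the laser pair. Macrophage-like, MDM-A-like and MDM-B-like cells as 1 class gave ratios of 0.276 (0.225 to 0.337) and 0.154 (0.118 to 0.198) in the same order. In MDM-B-like cells of the laser pair, *Nr4a1* had 136 CPM in WT and 19.3 CPM in *Nr4a1*-/- (ratio 0.141, 0.0779 to 0.238). B-like cells had ratios of 0.452 in the control pair and 0.386 in the laser pair. Over the 7 classes (microglia-like, macrophage-like, classical monocyte-like, T-like, B-like, NK-like and neutrophil-like cells), the ratio ran from 0.228 to 0.452 in the control pair and from 0.165 to 0.386 in the laser pair. Outside these classes, cDC2-like cells were at 0.548 and cDC1-like cells at 0.480 in the control pair, and at 0.299 and 0.161 in the laser pair. In T-like cells, the laser ratio was 0.218, and 0.0801 after each cell was thinned, with 44 WT laser and 62 *Nr4a1*-/- laser cells left out as too shallow, while in macrophage-like cells it was 0.177, and 0.387 after thinning, with 13 and 34 cells left out. The direction matches the labels of all 4 libraries. A 3' tag can lie outside the disrupted part of the gene, so the remaining UMIs give no measure of intact *Nr4a1* transcript.

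**Figure D1:**
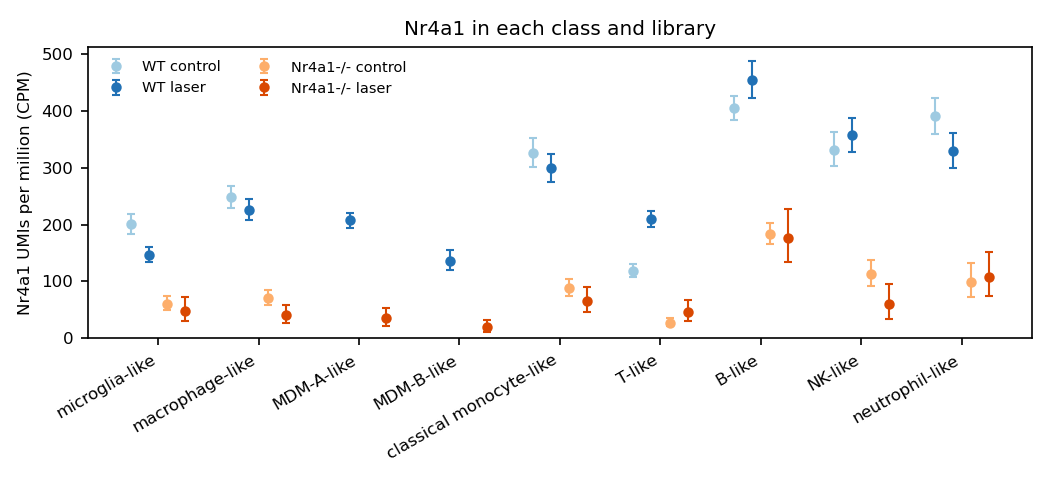
*Nr4a1* in CPM of the summed UMIs of each cell class in each of the 4 libraries, with exact Poisson 95% intervals for counting error only. The *Nr4a1*-/- libraries lie below the WT libraries of the same treatment, for example at 48.0 against 146 CPM in microglia-like cells of the laser pair.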

Female mice were chosen to align our findings with our multi-parameter flow cytometry studies. Eyes were pooled from each group to yield a biologically diverse sample. Eyes were dissected to isolate retina and RPE/choroid/sclera complex, digested into single cell suspension, and live, CD45^+^ cells were isolated by fluorescence-activated cell sorting (FACS) for scRNA-seq and scCITE-seq (Fig. 5A). 

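Cells of the WT laser library were the deepest and those of the *Nr4a1*-/- laser library the shallowest, with medians of 2534 and 1572 detected genes per kept cell. The 4 filtered matrices hold 11624 barcodes. The filter given in the paper's methods, at 200 to 5000 detected genes and at most 15% mitochondrial UMIs, left 11223 of them (96.55%). WT laser lost 217 barcodes, WT control 100, *Nr4a1*-/- control 58 and *Nr4a1*-/- laser 26. The upper limit on detected genes took 138 barcodes from WT laser and 10 from *Nr4a1*-/- laser, and 190 from all libraries. The mitochondrial limit took 211 barcodes and the lower limit on detected genes 44, and a barcode can fail more than 1 limit. The median number of ADT UMIs per kept cell was 284 in WT control, 325 in WT laser, 247.5 in *Nr4a1*-/- control and 132 in *Nr4a1*-/- laser.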

After mapping reads to the genome and filtering low-quality cells, a total of 11,624 cells were recovered for downstream analysis (*n* = 4008 WT-laser, *n* = 1675 *Nr4a1*-laser, *n* = 3863 WT-control, *n* = 2078 *Nr4a1*-control). Next, we integrated the RNA and antibody derived tag (ADT; subsequently referred to as proteomic) data and performed clustering and dimensionality reduction (Fig. 5B). 

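The immune cells of these eyes were mainly lymphocytes and mononuclear phagocytes. B-like cells (*Cd79a*, the signaling chain of the B cell receptor, among the leading genes) numbered 1803, T-like cells (*Tcf7* and *Cd3g*) 1877 in a pair of clusters, and NK-like cells (*Ncr1*, *Prf1*) 895. Macrophage-like cells made up 1734 cells in a pair of clusters, led by *Folr2* and *Lyve1* in the larger and by *Bmp2* and *P2rx7* in the other. Microglia-like cells (*Tmem119*, *P2ry12*) numbered 957, cDC2-like cells (*Cd209a*) 726, classical monocyte-like cells (*Chil3*, *Vcan*) 710 and neutrophil-like cells (*S100a8*, *S100a9*) 640. Smaller clusters were cDC1-like (190 cells), proliferating (181), RPE-like (131, with *Rpe65* and *Ttr*, a cell type that the CD45 sort should leave out), migratory DC-like (90), basophil or mast cell-like (50) and plasma cell-like (26). B-like cells made up 21.0% of WT control (19.7 to 22.3) and 9.81% of WT laser (8.88 to 10.8), against 23.5% (21.6 to 25.4) and 10.1% (8.71 to 11.7) of the *Nr4a1*-/- libraries. In all, 21 clusters were found, and 10588 of the kept cells carried a name. The 635 cells left unnamed lay in clusters led by *Nav2* with a low UMI count (365 cells), by *Syngr1* and *Ldhb* (159 cells), or by a mix of T and B cell genes such as *Lef1* and *Fcmr* (111 cells). These genes define the clusters and are not results of a comparison, and the shares rest on 1 sorted pool of eyes per group.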

Clusters were classified into cell types based on the expression of previously described marker genes [18] and surface proteins (Additional files 3, 4: Table S1, S2), and all major immune cell populations were identified (Fig. 5C). We compared the contributions of the four experimental groups to each cluster (Fig. 5D, E). 

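Non-classical monocytes patrol the vessel wall, and their survival depends on NR4A1. A cluster of 361 cells was led by *Cd300e*, *Ace* (angiotensin-converting enzyme), *Treml4* and *Adgre4*, and all 10 of the marker genes set for non-classical monocytes were detected in it. It took up 5.79% of the kept cells of WT control (218 cells, 5.07 to 6.59) and 3.69% of WT laser (140 cells, 3.12 to 4.34). *Nr4a1*-/- control held 2 such cells, or 0.0990% (0.0120 to 0.357), and *Nr4a1*-/- laser 1 cell, or 0.0606% (0.00154 to 0.337). The share in *Nr4a1*-/- over that in WT was 0.0171 in the control pair (0.00206 to 0.0625) and 0.0164 in the laser pair (0.000413 to 0.0930). Classical monocyte-like cells, in contrast, made up 6.06% of WT control (5.32 to 6.87), 5.17% of WT laser (4.49 to 5.92), 8.47% of *Nr4a1*-/- control (7.29 to 9.77) and 6.97% of *Nr4a1*-/- laser (5.79 to 8.31).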

As expected, the WT control and WT laser groups had greater contributions to the non-classical monocyte cluster (NC-Mono, cyan), with almost no cells coming from either *Nr4a1*^*−/−*^ group. Similarly, the WT and *Nr4a1*^*−/−*^ laser groups contributed almost all the cells observed in the *Spp1*^+^ Mac-5 cluster (light blue), with only rare cells from the control groups.

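The *Spp1*-led cluster of all CD45+ cells held 217 cells and was named MDM-B-like, with 9 of the marker genes set for that class detected, among them *Gpnmb*, a lysosomal glycoprotein, and *Fabp5*, a fatty acid-binding protein. WT laser gave 117 of these cells and *Nr4a1*-/- laser 89, or 53.9% and 41.0% of the cluster. WT control gave 7 cells (3.23%) and *Nr4a1*-/- control 4 cells (1.84%). As a share of each library, the cluster held 0.186% of WT control (0.0748 to 0.383) and 3.09% of WT laser (2.56 to 3.69), a ratio of 16.6 (7.80 to 42.2). In *Nr4a1*-/-, the share was 0.198% of control (0.0540 to 0.506) and 5.397% of laser (4.36 to 6.60), a ratio of 27.3 (10.3 to 102.2). *Nr4a1*-/- laser held 1.75 times the share of WT laser (1.31 to 2.32).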

**Fig. 5:**
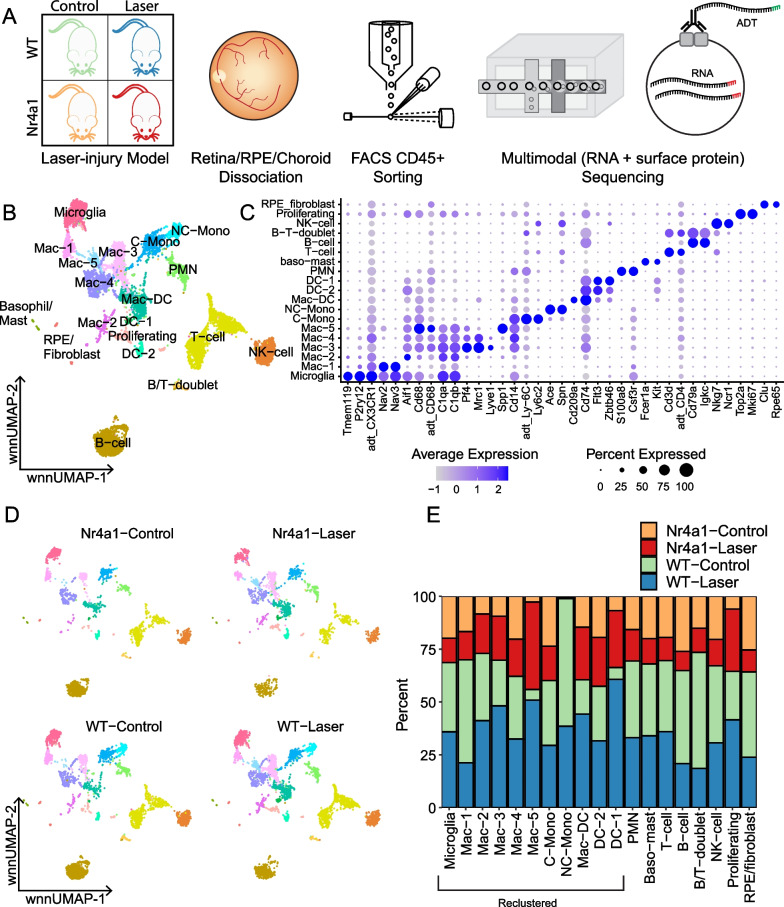
Multimodal sequencing of CD45^+^ immune cells. **A** Experimental overview. Retina/RPE/choroid/sclera was isolated from the four experimental groups before CD45^+^ FACS sorting and subsequent multimodal (RNA + surface protein) sequencing. **B** Weighted nearest neighbor (WNN) integration of RNA and ADT assays was performed before dimensionality reduction with uniform manifold approximation and projection (UMAP). **C** Canonical marker genes are displayed for each cellular cluster in a dot plot. **D** The contribution of the experimental conditions to each cluster is visualized in the faceted wnnUMAP plot. **E** The contribution of the four experimental groups to each cluster is visualized with a stacked bar chart. *Mac* macrophage, *C-mono* classical monocyte, *NC-mono* non-classical monocyte, *DC* dendritic cell, *PMN* polymorphonuclear neutrophil, *NK-cell* natural killer cell

To study macrophage subpopulations during the laser CNV response in more detail, we rescaled, reclustered, and performed a new dimensionality reduction on the mononuclear phagocyte (microglial, monocyte, macrophage, and dendritic cell) population (Fig. 6A). 

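The mononuclear phagocytes were the microglia-like, macrophage-like, MDM-B-like, monocyte-like and dendritic cell-like clusters, with the unnamed clusters of low UMI count whose genes were closest to those of microglia. Clustered again on 21 RNA dimensions, they came to 5509 cells, of which 2075 were from WT laser, 983 from *Nr4a1*-/- laser, 1612 from WT control and 839 from *Nr4a1*-/- control. They formed 16 clusters, and 4563 cells carried a name from the marker genes while 946 stayed unnamed.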

A total of 5586 cells were included in this reclustered object (*n* = 2124 WT-laser, *n* = 993 *Nr4a1*-laser, *n* = 1625 WT-control, *n* = 844 *Nr4a1*-control). Cells were again classified into clusters based on previously described gene expression patterns (Additional files 5, 6: Tables S3, S4). 

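Microglia-like cells carried CX3CR1, the fractalkine receptor, on their surface, with a median ADT count of 12 per cell in WT laser and 5 in *Nr4a1*-/- laser, the shallower ADT library. This cluster of 910 cells was led by *Sparc*, *Nav3*, *Tmem119* and *P2ry12*, the last encoding a purinergic receptor of resting microglia. A pair of further clusters had genes closest to microglia but stayed unnamed because of their low UMI counts: 377 cells led by *Nav2* with a median of 1604 UMIs, and 164 cells led by *Syngr1* and *Ldhb* with a median of 1695 UMIs. The cluster named MDM-A-like held 522 cells and was led by *Gdf15*, *Cxcl1*, *Cxcl3* and *Cxcl2*, the last a chemokine that attracts neutrophils. MDM-B-like cells numbered 240 and were led by *Spp1* (osteopontin), *Gpnmb*, *Fabp5* and *Acp5*, with a median of 10012 UMIs. These genes define the clusters and are not results of a comparison between them.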

We identified three clusters of microglia or microglia-like cells, all of which demonstrated protein expression of CX3CR1 and RNA expression of a combination of *Tmem119, P2ry12, Nav2, Nav3,* and/or *C1qa* (Fig. 6B)*.* We identified two clusters of monocyte-derived macrophages (MDM); MDM-A expressed high levels of *Ccr2* and *Cxcl2*, while MDM-B demonstrated high expression of *Vegfa* and *Spp1*. There were four *Cd68*^+^*Aif1*^+^ macrophage clusters (MAC A-D), a *Ccr2*^+^*Ly6c2*^+^Ly6C^+^ classical monocyte cluster (C-Mono), a *Spn*^+^*Ace*^+^ non-classical monocyte cluster (NC-Mono), and four *Flt3*^+^ clusters of dendritic cells (DCs).

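The classical monocyte-like cluster (643 cells) carried Ly6C protein at a median of 16 ADT counts per cell in WT laser and 3 in *Nr4a1*-/- laser, against 1 and 0 in microglia-like cells. Macrophage-like cells lay in a cluster of 626 cells led by *Bmp2*, *Mmp13* and *P2rx7* and in a cluster of 420 cells led by *Lyve1*, *Cd163* and *Folr2*, genes of tissue-resident macrophages. Dendritic cells formed a cDC2-like cluster (397 cells), a cDC1-like cluster (180, with *Xcr1* and *Clec9a*), a migratory DC-like cluster (91, with *Ccr7*) and a plasmacytoid DC-like cluster (35). The non-classical monocyte-like cluster held 343 cells. A cluster of 266 cells led by *Lyz1* and *Retnla* stayed unnamed. A B-like cluster of 156 cells and a T cell gene cluster of 139 cells were also present, and in these 88.5% (82.4 to 93.0) and 83.5% (76.2 to 89.2) of the cells had a UMI of *Csf1r*, the receptor of macrophage growth factor CSF1. Among the B-like and T-like cells of all CD45+ cells, whose lineages should lack *Csf1r*, these shares were 3.33% (2.55 to 4.26) and 4.10% (3.25 to 5.10). The median depths were 11958 and 12160 UMIs in the first pair and 3880 and 5198 in the second, and both lymphocyte gene clusters were left out of every comparison between classes.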

**Fig. 6:**
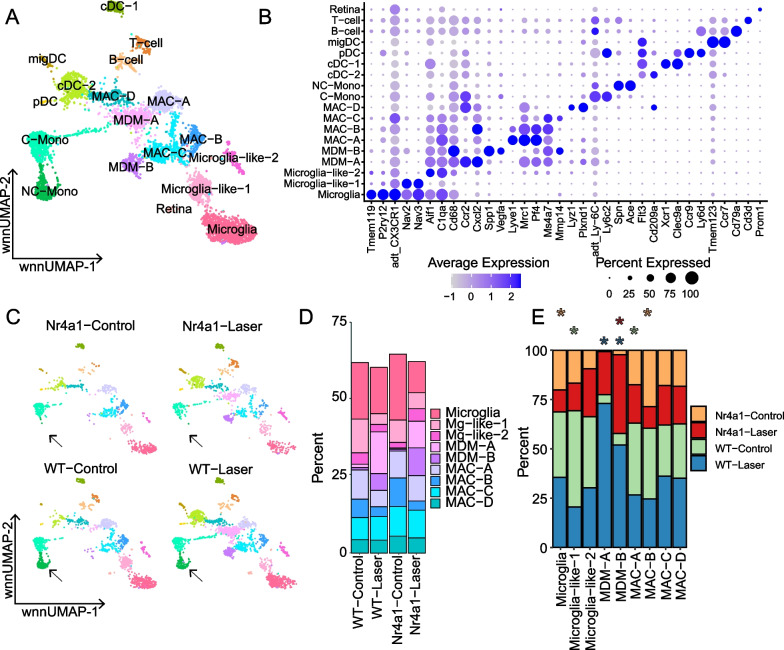
Multimodal sequencing of reclustered mononuclear phagocytes. **A** Reclustered mononuclear phagocytes on wnnUMAP. **B** Canonical marker genes are displayed for each cellular cluster in a dot plot. **C** The contribution of the experimental conditions to each cluster is visualized in the faceted wnnUMAP plot. The black arrow indicates the absence of the NC-mono cluster (green) from *Nr4a1*^*−/−*^ groups. **D** The distribution of cells within each experimental group is visualized with a stacked bar chart, including only macrophage and microglia clusters. **E** The contribution of the four experimental groups to each cluster is visualized with a stacked bar chart. Hypergeometric distribution analysis was performed to quantify if an experimental condition was significantly enriched in each cluster (asterisks). Asterisks are colored according to experimental condition and placed above a cluster if the enrichment test was significant at the α = 0.05 level after Bonferroni correction. *Mac* macrophage, *MDM* monocyte-derived macrophage, *C-mono* classical monocyte, *NC-mono* non-classical monocyte, *cDC* classical dendritic cell, *pDC* plasmacytoid dendritic cell, *migDC *migratory dendritic cell

Next, we determined the contribution of the four experimental groups to each cluster (Fig. 6C–E). Like the original clustering, *Nr4a1*^*−/−*^ mice in the reclustered object contributed only rare cells to the non-classical monocyte cluster (Fig. 6C, green). Similarly, both the WT and *Nr4a1*^*−/−*^ laser groups contributed almost all the cells to the MDM-A (*Ccr2*^+^*Cxcl2*^+^) and MDM-B (*Vegfa*^+^*Spp1*^+^) clusters, justifying their nomenclature as MDMs. 

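Among the reclustered mononuclear phagocytes, non-classical monocyte-like cells made up 12.3% of WT control (199 cells, 10.8 to 14.1) and 6.60% of WT laser (137 cells, 5.57 to 7.76). Only 4 cells of *Nr4a1*-/- control and 3 of *Nr4a1*-/- laser fell into this cluster, 0.477% (0.130 to 1.22) and 0.305% (0.0630 to 0.889) of their libraries. The ratio of *Nr4a1*-/- to WT was 0.0386 in the control pair (0.0104 to 0.1004) and 0.0462 in the laser pair (0.00942 to 0.138). Classical monocyte-like cells numbered 211, 181, 150 and 101 in WT control, WT laser, *Nr4a1*-/- control and *Nr4a1*-/- laser.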

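Of the 522 MDM-A-like cells, 72.4% came from WT laser, 20.7% from *Nr4a1*-/- laser, 4.79% from WT control and 2.11% from *Nr4a1*-/- control. The 240 MDM-B-like cells were split more evenly between the laser libraries, with 51.3% from WT laser, 41.7% from *Nr4a1*-/- laser, 4.58% from WT control and 2.50% from *Nr4a1*-/- control. Among mononuclear phagocytes, the MDM-A-like share was 11.7 times higher in laser than in control in WT (7.83 to 18.4) and 8.38 times higher in *Nr4a1*-/- (4.50 to 17.3). For MDM-B-like cells, these ratios were 8.69 (4.69 to 17.9) and 14.2 (6.31 to 39.7). The control libraries held 11 and 6 MDM-B-like cells, too few to describe their genes.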

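The share of MDM-B-like cells depends on the cells it is taken over. Over all mononuclear phagocytes, MDM-B-like cells made up 5.93% of WT laser (123 of 2075 cells, 4.95 to 7.03) and 10.2% of *Nr4a1*-/- laser (100 of 983 cells, 8.35 to 12.2). The control libraries held 0.682% in WT (0.341 to 1.22) and 0.715% in *Nr4a1*-/- (0.263 to 1.55). Over macrophage-like, MDM-like and microglia-like cells alone, the shares were 11.1% of the 1108 such cells of WT laser (9.31 to 13.1) and 21.0% of the 476 of *Nr4a1*-/- laser (17.4 to 24.9). With clusters made from RNA alone, the shares over all mononuclear phagocytes were 10.4% and 15.6% in WT laser and *Nr4a1*-/- laser. Each share comes from 1 library, and the *Nr4a1*-/- laser library was also the shallowest. The shares were not recomputed without the upper limit on detected genes. It took 138 barcodes from WT laser and 10 from *Nr4a1*-/- laser, so its effect on the shares is unknown.

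**Figure D2:**
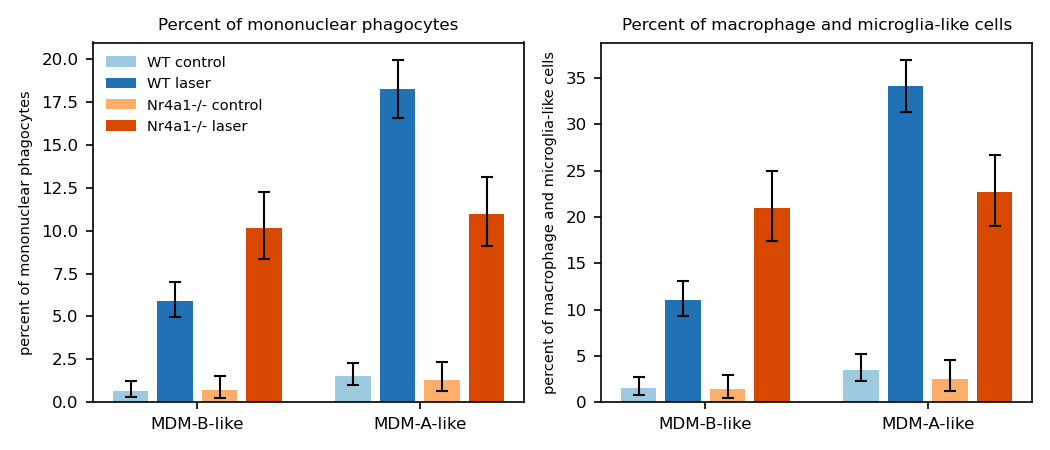
Percent of MDM-A-like and MDM-B-like cells in each of the 4 libraries, over all mononuclear phagocytes and over macrophage and microglia-like cells, with exact Clopper-Pearson 95% intervals for counting error only. MDM-B-like cells were more frequent in *Nr4a1*-/- laser than in WT laser, at 10.2% against 5.93% of mononuclear phagocytes.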

MDM-B consisted of 5.5% and 9.1% of all cells recovered from the WT and *Nr4a1*^*−/−*^ laser-treated groups, respectively (Fig. 6D). To formally compare the proportion of cells in each cluster across the four experimental conditions, we performed a hypergeometric distribution analysis (Fig. 6E). MDM-A was significantly enriched in the WT laser condition while MDM-B (*Vegfa*^+^*Spp1*^+^) was significantly enriched in both WT laser and *Nr4a1*^*−/−*^ laser conditions. These data suggest that MDM-B made up a larger percentage of total macrophages from *Nr4a1*^*−/−*^ laser-treated mice and may be contributing to angiogenesis and larger CNV size.

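Between the laser libraries, the subsets of monocyte-derived macrophages moved in opposite directions. MDM-B-like cells took up a 1.72 times larger share of the mononuclear phagocytes in *Nr4a1*-/- laser than in WT laser (1.30 to 2.25), and a 1.89 times larger share of the macrophage and microglia-like cells (1.44 to 2.48). MDM-A-like cells made up 18.2% of the mononuclear phagocytes of WT laser (16.6 to 19.9) and 11.0% of those of *Nr4a1*-/- laser (9.10 to 13.1), a *Nr4a1*-/- to WT ratio of 0.603 (0.482 to 0.749). In the control libraries, the ratio was 1.05 (0.318 to 3.09) for MDM-B-like cells and 0.845 (0.375 to 1.78) for MDM-A-like cells, so no difference was detectable at these cell numbers. Microglia-like cells made up 15.8% of WT laser and 10.7% of *Nr4a1*-/- laser, and macrophage-like cells 13.5% and 16.6%. The unnamed clusters of low UMI count closest to microglia went the other way. The *Nav2* cluster held 3.76% of WT laser and 5.70% of *Nr4a1*-/- laser, and the *Syngr1* and *Ldhb* cluster 2.36% and 4.07%. Leaving these cells out lowers the microglia-like share more in *Nr4a1*-/- laser, so no loss of microglia can be read from it. They are also missing from the macrophage and microglia-like cells. A hypergeometric test takes cells as replicates and was not run, since each group is 1 library of pooled eyes, and the intervals hold no spread between animals.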

As cluster MDM-B expressed *Vegfa* and was enriched in both laser conditions, we next assessed the expression of MHCII (*H2-Eb1*) and CD11c (*Itgax*) to determine if MDM-B corresponded to MHCII^neg^CD11c^neg^ and/or MHCII^neg^CD11c^+^ macrophages, which were greater in *Nr4a1*^*−/−*^ laser-treated eyes compared to WT laser-treated eyes by multi-parameter flow cytometry (Fig. 2). 

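MDM-B-like cells stood above MDM-A-like and macrophage-like cells of the laser libraries in *Itgax* RNA, which encodes the integrin CD11c (ENSMUSG00000030789, chromosome 7 of GRCm38, 128129547 to 128150657). *Itgax* reached 64.0 CPM in WT laser (52.8 to 76.9) and 96.4 CPM in *Nr4a1*-/- laser (75.9 to 120.9) in MDM-B-like cells, against 7.70 and 25.2 in MDM-A-like, 22.1 and 23.5 in macrophage-like and 39.4 and 20.8 in microglia-like cells. Against all other macrophage and microglia-like cells of the same library, its log2 fold change was 1.74 (standard error 0.19, adjusted p = 1.2e-05 from edgeR's quasi-likelihood test, 2 libraries), at 1.58 in WT and 2.05 in *Nr4a1*-/-. The unnamed *Lyz1* and *Retnla* cluster, at 79.3 and 91.3 CPM, and cDC2-like cells, at 206 and 221 CPM, had as much or more. A UMI of *Itgax* was found in 35.0% and 38.0% of the MDM-B-like cells (median depth 14174 and 7115 UMIs) and in 7.69% and 0.966% of T-like cells (5530 and 2466 UMIs), which hold few cells expressing it. After thinning, with 2 and 1 MDM-B-like and 44 and 62 T-like cells left out, these shares were 9.09% and 17.2% in MDM-B-like and 3.48% and 0% in T-like cells. CD11c protein was near the lower end of the scale, with median ADT counts of 2 (quartiles 0 and 5.5) in WT laser and 1 (0 and 3) in *Nr4a1*-/- laser in MDM-B-like cells, 7 and 3 in cDC2-like cells and 0 in T-like and MDM-A-like cells of both libraries. All 7 genes of MHC class II antigen presentation tested were lower in MDM-B-like cells (7 also when adjusted over the list alone), including *Ciita*, the transactivator of the pathway, at -2.12 (standard error 0.25, adjusted p = 2.8e-05 from the same quasi-likelihood test), with *H2-DMb1* at -0.98, the invariant chain *Cd74* at -0.93 and *H2-DMa* at -0.78. This count depended on the clustering and on the cells compared: 4 were lower with no features held out, 1 lower and 1 higher with clusters from RNA alone, and, in fits tried after the values were seen, 1 lower and 2 higher without MDM-A-like cells and 2 lower with all 4 libraries. *H2-Eb1*, the MHC class II beta chain (ENSMUSG00000060586, chromosome 17, 34305867 to 34316674), had 1288 CPM in WT laser and 2133 in *Nr4a1*-/- laser in MDM-B-like cells, against 4669 and 4951 in MDM-A-like, 2690.1 and 2771 in macrophage-like and 95.3 and 250.2 in microglia-like cells, with T-like cells at 152 and 207. Its log2 fold change was -0.72 (standard error 0.14, adjusted p = 0.0012 from that test), at -1.08 in WT and -0.38 in *Nr4a1*-/-, so it was larger in the WT library. The call was lost when MDM-A-like cells were left out of the comparison, which was tried after the values were seen (0.23, adjusted p = 0.082 from that test), and the direction turned when clusters were made from RNA alone (0.36, adjusted p = 0.042 from that test). It was also lost with no features held out (-0.20) and with no integration (-0.16). Median MHCII ADT counts were 25 (quartiles 9.5 and 120.5) and 34.5 (6.75 and 126.2) in MDM-B-like cells, 138.5 and 53.5 in MDM-A-like, 72 and 17 in macrophage-like, 3 and 1 in microglia-like and 5 and 2 in T-like cells, so in *Nr4a1*-/- laser the protein was higher in MDM-B-like than in macrophage-like cells.

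**Figure D3:**
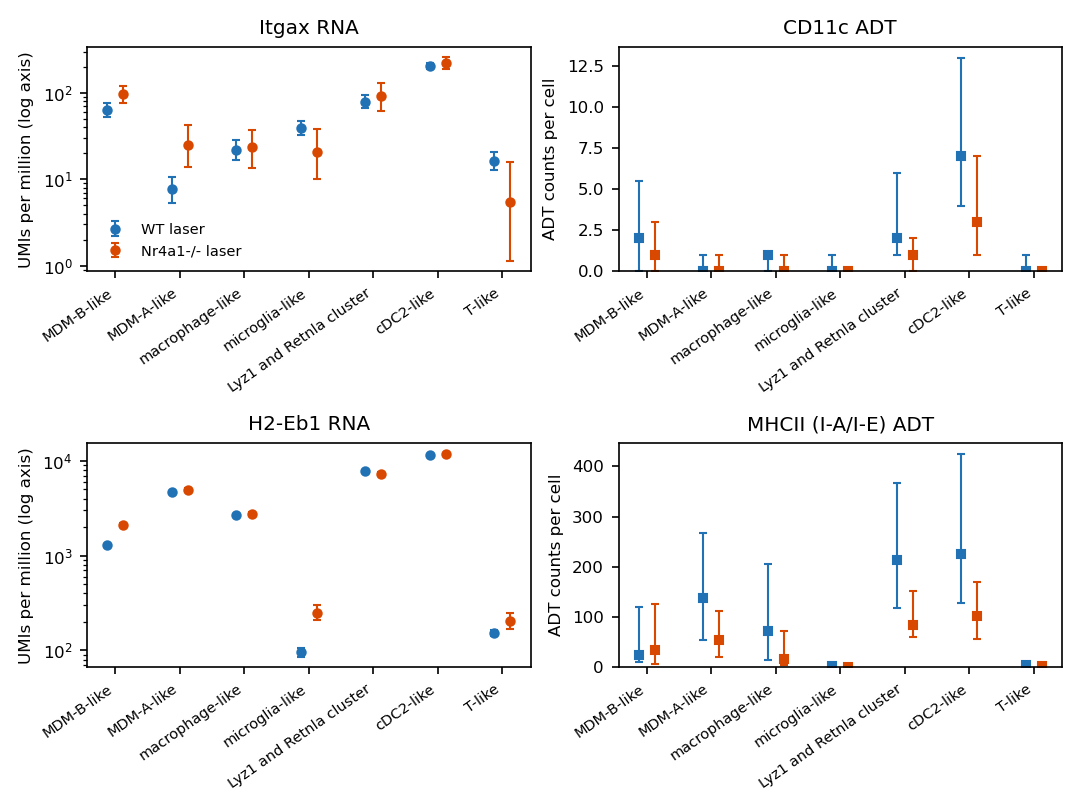
RNA in CPM on a log axis and ADT counts per cell (median, with quartiles as bars) for CD11c and MHC class II in 7 cell classes of the 2 laser libraries. *Itgax* in MDM-B-like cells, at 64.0 and 96.4 CPM, lies above MDM-A-like cells and below cDC2-like cells.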

Of all the macrophage populations, MDM-B showed high levels of *Itgax* and CD11c expression and some of the lowest *H2-Eb1* and MHCII expression levels, suggesting that MDM-B is likely included within the MHCII^neg^CD11c^+^ macrophage population (Fig. 7A).

**Fig. 7:**
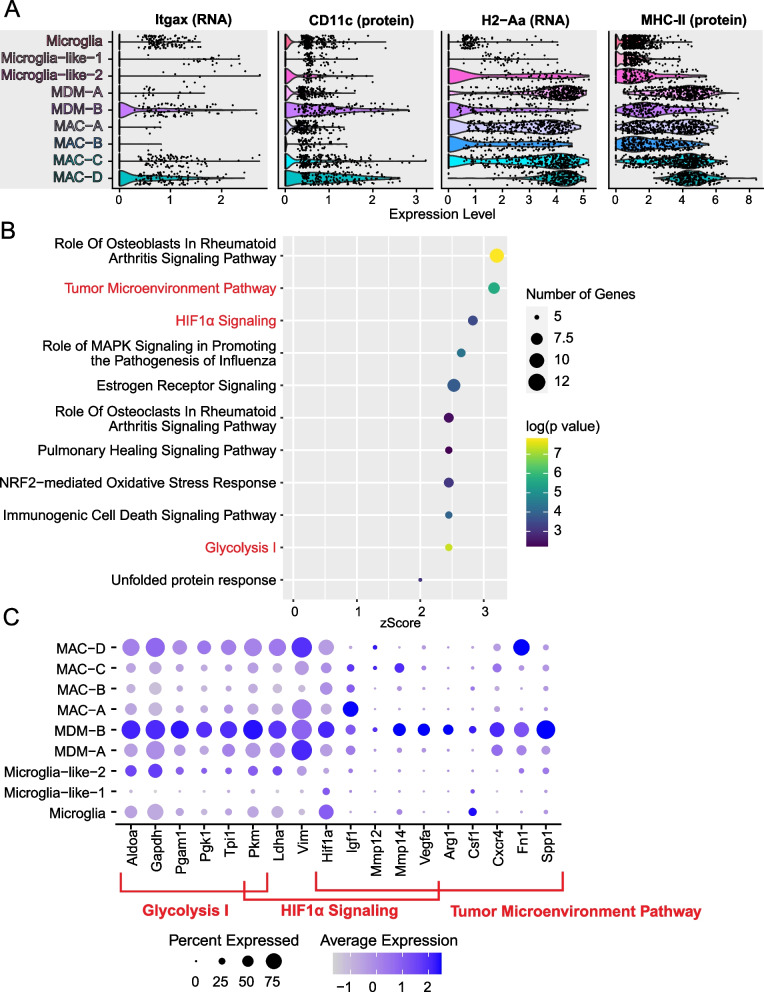
Canonical pathway enrichment of the pro-angiogenic MDM-B cluster. **A** Expression of Itgax/CD11c and H2-A1/MHCII in macrophage clusters. **B** Canonical pathway terms enriched in the MBM-B cluster. **C** Dot plot of MDM-B enriched genes in the glycolysis I, tumor microenvironment, and HIF1α signaling pathways

To investigate if MDM-B is pro-angiogenic, we performed differential expression to identify genes enriched in the MDM-B cluster and all other macrophage populations. Genes with an absolute enrichment greater than 1.5-fold were input into Ingenuity Pathway Analysis. Enriched canonical pathway terms that support the hypothesis that the MDM-B cluster is pro-angiogenic include glycolysis I (*z*-score of 2.45), tumor microenvironment (*z*-score of 3.16), and hypoxia inducible factor 1α (HIF1α, *z*-score of 2.83) signaling pathways (Fig. 7B). 

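Most tested genes of sugar breakdown, of the response to low oxygen and of protein folding were higher in MDM-B-like cells. The comparison was with other macrophage and microglia-like cells of the laser libraries. Most tested inflammatory and interferon response genes were lower. The counts per list were not tested against those of all genes. Of 17 glycolysis genes, 10 were higher, 2 lower and 5 did not pass an adjusted p of 0.05 from edgeR's quasi-likelihood test (10 higher and 3 lower when adjusted over the list alone). Of 13 measured genes of the HIF1 and hypoxia response, 10 were higher, 0 lower and 3 did not pass (10 and 0 adjusted over the list alone), and the 4 others of the list, *Egln3*, *Ankrd37*, *Adm* and *Ddit4*, were in too few cells to test. The list of 19 tumor microenvironment and pro-angiogenic genes split into 10 higher, 6 lower and 3 that did not pass (10 and 6 adjusted over the list alone). Several of its genes were taken from the paper's own pathway result on these samples, so this list is not independent evidence. Its counts give the direction of expression only, and the effect of each gene on vessel growth was not measured. Among 9 measured inflammatory cytokine genes, 7 were lower and 0 higher (the same numbers adjusted over the list alone), led by *Cxcl10*, a chemokine for T cells, at a log2 fold change of -4.39, *Ccl3* at -3.18, *Ccl4* at -2.92 and *Il1a*, an alarmin of the interleukin 1 family, at -2.72. Of 8 measured interferon response genes, 7 were lower and 0 higher (8 lower adjusted over the list alone), led by *Ifit2* at -1.94, *Ifit3* at -1.71 *Rsad2*, an antiviral enzyme, at -1.43 and *Usp18* at -1.18. Only 4 interferon genes were lower with no features held out of the clustering, and 4 without MDM-A-like cells in the comparison, which was tried after the values were seen. Of 9 genes of the unfolded protein response, 6 were higher and 1 lower (6 and 1 adjusted over the list alone), led by the chaperone cofactor *Sdf2l1* at 1.69 the disulfide isomerase *Pdia6* at 1.57, *Calr* at 1.20 and *Pdia4* at 1.10. The NRF2 oxidative stress list was mixed, with 3 of 8 measured genes higher and 2 lower (3 and 2 adjusted over the list alone), such as *Prdx1*, a peroxidase, at 1.43 *Slc7a11*, the cystine transporter, at 1.41 and *Gclm* at 0.99 against *Sqstm1* at -0.57. The test summed 123 WT laser and 100 *Nr4a1*-/- laser MDM-B-like cells (1781316 and 777722 UMIs) and took the library as a block, which leaves 1 residual degree of freedom, with the spread borrowed across genes. It covered the 7810 genes with a UMI in at least 10% of the cells of either class, of which 1780 were higher and 1983 lower, genes that made the clusters included. On simulated data with the same depth, it called 87% of 100 genes changed 2-fold, 99% of 100 genes changed 4-fold and 18 of 7610 unchanged genes. The simulation used 1 dispersion (0.0077) and left most genes unchanged, unlike the real fit, so these rates need not hold there. With DESeq2, 6 of the hypoxia genes were higher, and the unfolded protein response had 0 genes lower.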

Canonical pathway enrichment for other macrophage clusters can be found in Additional file 1: Fig. S1.

A pro-glycolytic expression profile has been previously associated with macrophages in the laser-induced CNV and oxygen-induced retinopathy models [37–39]. 

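The glycolysis genes that were higher in MDM-B-like cells encode mainly the enzymes from aldolase to lactate dehydrogenase. *Pgam1*, phosphoglycerate mutase (ENSMUSG00000011752, chromosome 19 of GRCm38, 41911923 to 41918660), had a log2 fold change of 2.34 (standard error 0.12, adjusted p = 4.6e-08 from edgeR's quasi-likelihood test), at 2.39 in WT laser and 2.29 in *Nr4a1*-/- laser. *Pkm*, pyruvate kinase, followed at 1.96 (standard error 0.11, adjusted p = 8.9e-08 from that test). *Aldoa* (ENSMUSG00000030695, chromosome 7, 126795234 to 126800751) had 505 CPM in MDM-B-like and 141 CPM in other cells of WT laser, and 588 and 155 CPM in *Nr4a1*-/- laser. Its log2 fold change was 1.88 (standard error 0.11, adjusted p = 1.3e-07 from the quasi-likelihood test). *Pgk1* (1.76), *Tpi1* (1.75), *Eno1* (1.71), *Ldha* (1.33), *Gapdh* (1.32), *Pfkl* (1.27) and the lactate exporter *Slc16a3* (1.14) were also higher. *Hk2*, a hexokinase, was lower at -0.92 (standard error 0.14, adjusted p = 1.5e-04 from that test), as was *Pfkfb3*, which makes an activator of phosphofructokinase, at -1.17 (standard error 0.14, adjusted p = 2.2e-05 from that test). The values of the glucose transporter *Slc2a1* (-0.38), *Hk1* (-0.57), *Hk3* (-0.03), *Gpi1* (0.26) and *Pfkp* (0.26) did not pass. Many of these genes, *Gapdh*, *Pgam1*, *Aldoa* and *Eno1* among them, have close copies or pseudogenes in the mouse genome that could take part of their reads, so single values are less certain than the direction of the group.

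**Figure D4:**
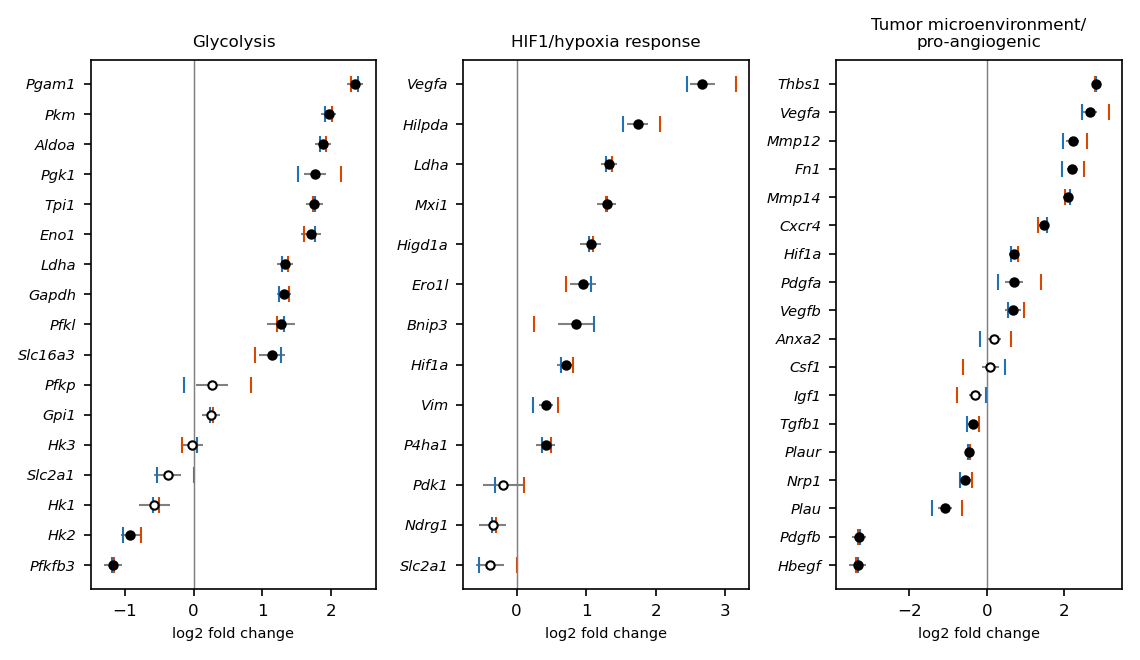
Log2 fold change of tested genes of the glycolysis, hypoxia and tumor microenvironment lists, MDM-B-like against other macrophage and microglia-like cells, with standard errors as grey bars. Filled points passed an adjusted p of 0.05, and ticks give the value in WT laser and in *Nr4a1*-/- laser; *Pgam1* at 2.34 and *Pfkfb3* at -1.17 are the ends of the glycolysis list.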

MDM-B macrophages demonstrated increased expression of 6 glycolysis genes (Fig. 7C), including the aldolase gene *Aldoa*, which has been shown to regulate the VEGF signaling pathway [40]. Pathway enrichment for the tumor microenvironment suggests that MDM-B expressed a similar transcriptional profile to tumor-associated macrophages, which have been shown to promote angiogenesis [41]. Tumor microenvironment genes linked to ocular angiogenesis include *Spp1, Csf1*, and *Cxcr4* (Fig. 7C). 

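*Cxcr4*, the receptor of the chemokine CXCL12 (ENSMUSG00000045382, chromosome 1 of GRCm38, 128588199 to 128592293), was higher in MDM-B-like cells, with a log2 fold change of 1.47 (standard error 0.13, adjusted p = 3.3e-06 from edgeR's quasi-likelihood test), at 1.57 in WT laser and 1.31 in *Nr4a1*-/- laser. It had 205 and 156 CPM in MDM-B-like cells of WT laser and *Nr4a1*-/- laser, against 69.2 and 62.6 CPM in the other cells. *Csf1*, the macrophage growth factor (ENSMUSG00000014599, chromosome 3, 107741048 to 107760469), had a log2 fold change of 0.09 (standard error 0.21, adjusted p = 0.74 from that test), and the libraries differed in direction, at 0.48 in WT laser and -0.63 in *Nr4a1*-/- laser. Without microglia-like cells among the other cells, *Csf1* was higher, at 2.02 (adjusted p = 5.0e-18 from that test). *Spp1* was among the markers that named the cluster and has no independent value here. The matrix and growth factor genes of the same list went both ways: *Thbs1* (thrombospondin 1, 2.82, standard error 0.10, adjusted p = 6.0e-09 from that test) and *Fn1* (fibronectin, 2.21) were higher, whereas *Hbegf* (-3.33, standard error 0.22, adjusted p = 2.8e-07 from that test) and *Pdgfb* (-3.29), both growth factors, were lower.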

In AMD patients with the 10q26 risk allele, SPP1 (secreted phosphoprotein 1) expression is greater in macrophages, and SPP1^+^ Macs are detectable in human CNV membranes [42, 43]. Furthermore, *Spp1*^*−/−*^ mice demonstrate reduced CNV size [42]. Inhibition of CSF1 (colony stimulating factor 1) results in both choroidal vascular atrophy at steady state and smaller CNV area [44, 45]. Additionally, the CXCL12-CXCR4 (chemokine ligand-receptor) pathway stimulates ocular angiogenesis in multiple models, including laser-induced CNV [46, 47]. Finally, HIF1a is a transcriptional activator that increases expression of pro-angiogenic targets, including glycolysis genes and *Vegfa* in response to ischemia (Fig. 7C). In addition to *Hif1a* and *Vegfa* upregulation, MDM-B showed differential expression of *Mmp12*, *Mmp14*, and *Igf1*, which were also part of the tumor microenvironment pathway (Fig. 7C). 

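*Vegfa*, the main growth factor of blood vessels (ENSMUSG00000023951, chromosome 17 of GRCm38, 46016993 to 46032369), had a log2 fold change of 2.67 (standard error 0.18, adjusted p = 3.1e-07 from edgeR's quasi-likelihood test), at 2.46 in WT laser and 3.16 in *Nr4a1*-/- laser. It had 159 and 188 CPM in MDM-B-like cells of these libraries, against 29.0 and 21.0 CPM in other macrophage and microglia-like cells. *Hif1a* (ENSMUSG00000021109, chromosome 12, 73901375 to 73947530) was higher by a smaller amount, 0.71 (standard error 0.12, adjusted p = 4.9e-04 from that test). *Hilpda*, a lipid droplet protein induced by hypoxia, was higher at 1.74 (standard error 0.15, adjusted p = 2.4e-06 from that test), and *Mxi1* and *Higd1a* at 1.29 and 1.07. *Mmp14*, a membrane-bound matrix metalloproteinase (ENSMUSG00000000957, chromosome 14, 54431612 to 54445364), was higher at 2.10 (standard error 0.14, adjusted p = 2.6e-07 from that test). *Mmp12*, the macrophage elastase (ENSMUSG00000049723, chromosome 9, 7344381 to 7369499), was higher at 2.22 (standard error 0.17, adjusted p = 1.1e-06 from that test), with UMIs in 10.3% of the MDM-B-like and 3.97% of the other cells, so few cells carry its level. *Igf1* (ENSMUSG00000020053, chromosome 10, 87858265 to 87937042) had a log2 fold change of -0.29 (standard error 0.17, adjusted p = 0.17 from that test), at -0.02 in WT laser and -0.78 in *Nr4a1*-/- laser. Without microglia-like cells among the others, *Igf1* was lower, at -0.80 (adjusted p = 1.0e-05 from that test).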

The matrix metalloproteinase genes *Mmp12* and *Mmp14* have been shown to be pro-fibrotic and pro-angiogenic in the eye, respectively [48, 49]. IGF-1 (insulin-like growth factor 1) levels increase during laser-induced CNV and IGF-1 augments CXCL12- and VEGFA-induced angiogenesis [50]. In addition, *Igf1* inhibition suppresses microglia-driven aortic and choroidal sprouting angiogenesis [39].

We next investigated genes that were previously differentially expressed in hyper-activated *Nr4a1*^*−/−*^ macrophages, which included decreased *Arg1* levels and increased expression of *Tnf*, *Il12*, *Nos2*, and *Cd36* [27]. 

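*Tnf*, the inflammatory cytokine (ENSMUSG00000024401, chromosome 17 of GRCm38, 35199381 to 35202007), was lower in MDM-B-like cells than in the other macrophage and microglia-like cells, at a log2 fold change of -2.29 (standard error 0.19, adjusted p = 1.9e-06 from edgeR's quasi-likelihood test). It had 63.4 and 97.7 CPM in MDM-B-like cells of WT laser and *Nr4a1*-/- laser and 410 and 332 CPM in the others, with T-like cells at 27.8 and 29.2 CPM. *Cd36*, a scavenger receptor (ENSMUSG00000002944, chromosome 5, 17781690 to 17888801), had a log2 fold change of -0.61 (standard error 0.12, adjusted p = 0.0011 from that test). *Cybb*, which encodes the NADPH oxidase subunit NOX2, had -0.31 (standard error 0.10, adjusted p = 0.030 from that test), a call that was lost with DESeq2 and with other clusterings and turned to 0.039 with RNA alone. *Il12b* and *Nos2* had 0 UMIs in MDM-B-like cells of both libraries, which allows up to 1.68 CPM in WT laser and 3.86 CPM in *Nr4a1*-/- laser, and the other cells held 8 and 0 UMIs of *Il12b* and 4 and 8 of *Nos2*. Of the hyper-activation list, 3 genes were lower (3 also when adjusted over the list alone) and 2 could not be tested, and the list comes from the paper, so it is not independent evidence. With the control libraries added to the fit, which was tried after the values were seen, *Cd36* was 0.54 (adjusted p = 0.38 from that test).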

We found that MDM-B demonstrated significantly more *Arg1* and less *Tnf* expression with no changes in *Il12b*, Nox2, or *Cd36* (Additional file 2: Fig S2). Similarly, when comparing *Nr4a1*^*−/−*^ laser-treated sample to WT laser-treated sample within the MDM-B cluster, none of the above genes were differentially expressed. Collectively, these gene expression profiles suggest that the MDM-B cluster, which is enriched from *Nr4a1*-lasered mice, expresses a pro-angiogenic transcriptional profile which is unique compared to macrophage hyper-activation in *Nr4a1*^*−/−*^ mice.

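Within MDM-B-like cells of the laser pair, *Tnf* was somewhat higher in *Nr4a1*-/- at full depth, and thinning left it too imprecise to tell. *Tnf* was 1.54 times higher in *Nr4a1*-/- than in WT (1.14 to 2.08), and 0.978 of the WT level after thinning, with 2 WT laser and 1 *Nr4a1*-/- laser cells left out and an interval (0.515 to 1.83) that still holds the ratio at full depth. For *Cd36*, the ratio was 1.20 (0.986 to 1.46), and for *Cybb* 0.876 (0.764 to 1.00), so neither difference exceeded counting error. Of the angiogenic genes, *Mmp12* was 2.29 times higher in *Nr4a1*-/- (1.86 to 2.82), while *Csf1* was at 0.618 (0.427 to 0.877), *Igf1* at 0.645 (0.473 to 0.867) and *Cxcr4* at 0.759 (0.613 to 0.935) of the WT level. UMIs of *Mmp12* lay in 10.3% of the MDM-B-like cells of these libraries, so few cells set its ratio. Its interval leaves out the spread between cells. *Vegfa* (1.18, 0.958 to 1.44) and *Hif1a* (0.912, 0.773 to 1.07) differed by no more than counting error. *Mmp14* was at 0.893 of WT (0.726 to 1.09), and at 0.527 after thinning. Each side is 1 library, so there is no replicate check.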

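The gene groups behind this profile differed little between the genotypes within MDM-B-like cells of the laser pair. Summed UMIs of the 17 glycolysis genes were 1.18 times higher in *Nr4a1*-/- laser than in WT laser (1.13 to 1.22), with a median log2 ratio of 0.17, at percentile 99.0 among 10000 random lists of the same size and mean level. Single glycolysis genes went both ways, from *Pfkp*, a phosphofructokinase, at 2.25 (1.53 to 3.30) to *Eno1*, an enolase, at 0.440 (0.336 to 0.570). *Eno1* was also lower in the other macrophage and microglia-like cells, at 29.6 CPM in *Nr4a1*-/- laser and 60.6 in WT laser. Its difference is thus not specific to MDM-B-like cells. The HIF1 and hypoxia genes had a summed ratio of 1.06 (1.01 to 1.10), a median of -0.01 and percentile 70.6. The tumor microenvironment genes had a summed ratio of 1.11 (1.07 to 1.15), a median of 0.03 and percentile 74.8. The percentiles describe these 2 libraries and are not tests of genotype. From the expression of glycolysis, tumor microenvironment and HIF1α genes in this cluster, the paper proposes that MDM-B, which makes up a larger share in lasered *Nr4a1*-/- eyes, has a pro-angiogenic profile. From lower *Tnf* and the lack of genotype differences in the hyper-activation genes, it proposes that this profile is unlike the hyper-activation reported for *Nr4a1*-/- macrophages.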

## Discussion

In this report, we investigated the role of non-classical monocytes and NR4A1 in the laser-induced CNV model of neovascular AMD. We first confirmed that both *Nr4a1*^*−/−*^ and *Nr4a1*^*se2/se2*^ eyes were deficient in non-classical monocytes (Fig. 1). Next, we found that no macrophage subtype was depleted in either *Nr4a1*^*−/−*^ or *Nr4a1*^*se2/se2*^ eyes, suggesting that no macrophages are derived from non-classical monocytes during the laser-induced CNV model. Instead, *Nr4a1*^*se2/se2*^ eyes showed increased MHCII^+^CD11c^neg^ macrophage subtypes, while *Nr4a1*^*−/−*^ eyes demonstrated greater MHCII^neg^CD11c^+^ and MHCII^neg^CD11c^neg^ macrophage numbers (Fig. 2). Importantly, *Nr4a1*^*−/−*^ mice displayed increased CNV area compared to WT and *Nr4a1*^*se2/se2*^ mice (Fig. 4), suggesting that MHCII^neg^CD11c^+^ and/or MHCII^neg^CD11c^neg^ macrophages may be pro-angiogenic. Single-cell RNA-seq and CITE-seq identified cluster MDM-B that was enriched from *Nr4a1*^*−/−*^ eyes and expressed *Itgax*/CD11c with low MHCII levels (Figs. 6, 7). Furthermore, MDM-B expressed a transcriptome that included enrichment for HIF1a signaling, glycolysis, and the tumor microenvironment, which is known to be pro-angiogenic. These data suggest that non-classical monocytes are dispensable in the laser-induced model, and that loss of NR4A1 shifts the transcriptomic profile of classical MDMs toward an angiogenesis-promoting phenotype.

Our data that MDM-B, which was CD11c^+^, is pro-angiogenic agree with several prior reports. In scRNA-seq from human RPE and choroid, we previously found that CD11C^+^ macrophages are enriched from patients with neovascular AMD and express high levels of *VEGFA* and *CXCR4* [16], two genes that were upregulated in MDM-B in this study. In addition, using scRNA-seq from the laser-induced CNV model, we previously identified that *Spp1*^+^ macrophages express *Itgax*/CD11c and a pro-angiogenic transcriptome—including *Spp1*, *Vegfa*, glycolysis genes, *Mmp12*, *Mmp14*, and *Cxcr4*—which were all shared with MDM-B in this study [18]. Furthermore, CD11c^+^ macrophage depletion decreases CNV area, demonstrating the pro-angiogenic role for CD11c^+^ macrophages [18]. These data from an independent scRNA-seq study on retina and choroid, as opposed to whole eye, confirm the rigor and reproducibility of pro-angiogenic CD11c^+^ macrophages in the laser-induced CNV model. Finally, this common pro-angiogenic transcriptome for macrophages is shared with the oxygen-induced retinopathy model. A prior report found that *Spp1*^+^ microglia, although no fate mapping was performed to confirm this identity, also express multiple glycolysis genes, *Hif1a*, and *Igf1*, in common with MDM-B [39]. These data suggest that CD11c^+^*Spp1*^+^ macrophages are potentially pro-angiogenic across species and diseases.

Loss of NR4A1 leads to a disparate transcriptional profile compared to previously reported macrophage hyper-activation in *Nr4a1*^*−/−*^ mice. In an atherosclerotic model, macrophages from *Nr4a1*^*−/−*^ mice show lower *Arg1* levels and greater expression of *Tnfa*, *Il12*, *Nos2*, and *Cd36* [27]. Alternatively, MDM-B demonstrated significantly greater *Arg1* and lower *Tnfa* expression with no differential expression of *Il12*, *Cd36*, or *Nos2*. Similarly, when comparing *Nr4a1*^*−/−*^ laser-treated sample to WT laser-treated sample within the MDM-B cluster, none of the canonical macrophage hyper-activation genes were differentially expressed. These suggest that the pro-angiogenic phenotype of *Nr4a1*^*−/−*^ macrophages is not due to macrophage hyper-activation, as previously reported.

Our data that *Nr4a1*^*se2/se2*^ mice showed no change in laser-induced CNV area suggest that non-classical monocytes play no significant role in the laser-induced CNV model. Therefore, the increased laser-induced CNV area found in *Cx3cr1*^*−/−*^ mice [21] is possibly related to microglia dysregulation. Microglia are known to migrate to the sub-retinal space to protect the RPE from injury [14], in support of the hypothesis that microglia may play homeostatic rather than pathologic roles in the laser-induced CNV model. Single-cell RNA-seq has now been performed 3 times, including this study, in the laser-induced CNV model. The first report sequenced immune cells from the retina, which primarily identified microglia [51]. One microglia cluster was enriched for wound healing in this prior study [51]. Similarly, our prior report found several microglia clusters, and one microglia cluster did demonstrate a pro-glycolytic transcriptional profile that has some similarities to *Spp1*^+^ macrophages [18]. In this study, microglia were enriched for tumor microenvironment, microglia-like-1 showed FGF signaling enrichment, and microglia-like-2 was pro-glycolytic but to a lesser degree than MDM-B (Additional file 1: Fig S1). Therefore, the role of microglia in the laser-induced CNV model remains open to debate, and definitive microglia-specific ablation studies are needed to understand the pathogenic vs protective potential roles for microglia in the sub-retinal space during laser-induced CNV.

This study has several limitations. We were only able to sequence 11,624 immune cells and 5,586 macrophages from posterior eye cups including retina, RPE, choroid, and sclera. This number is lower than our previously sequenced 34,215 cells from whole eyes despite using 22 control mice per each group and 11–12 laser-treated mice per group. It would have been ideal to sequence retina and RPE/choroid/sclera complex independently to delineate the contributions of each microenvironment. Moreover, greater cell numbers may have allowed us to identify additional heterogeneity within MDM-B or within the microglia clusters to gain further insights. Despite these limitations, we were able to reproducibly identify CD11c^+^ macrophages as pro-angiogenic. Second, we acknowledge that we did not deplete CD11c^+^ macrophages in this manuscript to directly test if CD11c^+^ macrophages promote CNV in *Nr4a1*^*−/−*^ mice. Third, although *Nr4a1*^*−/−*^ mice showed no change in choroidal sprouting angiogenesis compared to wildtype mice, the choroidal sprouting assay only tests the ability of endothelial cells to migrate, proliferate, and form tubes in Matrigel. Since we did not comprehensively characterize additional endothelial cell functions in *Nr4a1*^*−/−*^ mice during laser-induced CNV, loss of endothelial cell NR4A1 may still contribute to larger CNV lesions in *Nr4a1*^*−/−*^ mice. Fourth, since we did not perform myeloid-specific *Nr4a1* deletion, we cannot rule out a role for NR4A1 in other stromal cells, promoting CNV. Fifth, although NR4A1 activation could shift macrophage polarization toward a less angiogenic phenotype as a potential therapeutic target during neovascular AMD, this potential therapy would need to be highly specific for CNV-associated macrophages. NR4A1 activation outside of CNV lesions has the potential to reduce classical monocyte numbers, increase non-classical monocyte numbers, and potentially change the homeostatic function of tissue-resident macrophages. Instead, our data further implicate the pathogenic and pro-angiogenic function of CD11c^+^ macrophages during laser-induced CNV and potentially neovascular AMD.

## Conclusions

In summary, we demonstrated that no macrophage subtype is derived from non-classical monocytes and that non-classical monocytes play no significant role during laser-induced CNV. Additionally, NR4A1 deficiency alters the transcriptional profile of classical MDMs toward a multimodal pro-angiogenic profile including increased glycolysis gene expression, HIF1a-driven *Vegfa*, *Igf1*, *Mmp12*, and *Mmp14* expression, and upregulation of the tumor microenvironment pathway including *Spp1*, *Cxcr4*, and *Csf1*.

### Supplementary Information

**Additional file 1:** **Fig S1**. Ingenuity Pathway Analysis in all macrophage clusters. Canonical pathway terms for all macrophage and microglia clusters.

**Additional file 2:** **Fig S2**. Hyper-activation genes are not increased in MDM-B. Expression of macrophage hyper-activation genes in macrophage clusters.

**Additional file 3:** **Table S1**. Differential RNA expression for each cluster from all cells. Avg_log2FC = log2 fold change, pct.1 = percent of cells in cluster that express the gene, pc.2 = percent of all other cells that express the gene, *p*_val_adj = adjusted *p*-value for multiple comparisons, delta.pct = difference between pct.1 and pct.2. exp_”cluster” = average expression of the gene in the cluster, exp_world = average expression of the gene in all other cells.

**Additional file 4:** **Table S2**. Differential ADT expression for each cluster from all cells. Avg_log2FC = log2 fold change, pct.1 = percent of cells in cluster that express the gene, pc.2 = percent of all other cells that express the gene, *p*_val_adj = adjusted *p*-value for multiple comparisons, delta.pct = difference between pct.1 and pct.2. exp_”cluster” = average expression of the gene in the cluster, exp_world = average expression of the gene in all other cells.

**Additional file 5:** **Table S3**. Differential RNA expression for each cluster from mononuclear phagocytes. Avg_log2FC = log2 fold change, pct.1 = percent of cells in cluster that express the gene, pc.2 = percent of all other cells that express the gene, *p*_val_adj = adjusted *p*-value for multiple comparisons, delta.pct = difference between pct.1 and pct.2. exp_”cluster” = average expression of the gene in the cluster, exp_world = average expression of the gene in all other cells.

**Additional file 6:** **Table S4**. Differential ADT expression for each cluster from mononuclear phagocytes. Avg_log2FC = log2 fold change, pct.1 = percent of cells in cluster that express the gene, pc.2 = percent of all other cells that express the gene, *p*_val_adj = adjusted *p*-value for multiple comparisons, delta.pct = difference between pct.1 and pct.2, exp_”cluster” = average expression of the gene in the cluster, exp_world = average expression of the gene in all other cells.

**Additional file 7: Table S5**. Flow cytometry and immunofluorescence antibodies. Flow cytometry and immunofluorescence antibodies.

**Additional file 8:** **Table S6**. ADT antibodies. ADT antibodies.

## Data Availability

The datasets used and/or analyzed during the current study are available from the corresponding author on reasonable request.

## Abbreviations

AMD: Age-related macular degeneration
RPE: Retinal pigment epithelium
CNV: Choroidal neovascularization
VEGF: Vascular endothelial growth factor
MDM: Monocyte-derived macrophage
Lin: Lineage
DC: Dendritic cell
WT: Wildtype
scRNA-seq: Single-cell RNA-sequencing
scCITE-seq: Single-cell Cellular Indexing of Transcriptomes and Epitopes sequencing
FACS: Fluorescence-activated cell sorting
ADT: Antibody derived tag
NC-Mono: Non-classical monocyte
HIF: Hypoxia-inducible factor
SPP1: Secreted phosphoprotein 1
CSF1: Colony stimulating factor 1
IGF-1: Insulin-like growth factor 1

# Supplementary material for: NR4A1 deletion promotes pro-angiogenic polarization of macrophages derived from classical monocytes in a mouse model of neovascular age-related macular degeneration
**Source:** J Neuroinflammation. 2023 Oct 19;20:238. doi: 10.1186/s12974-023-02928-1
**Supplement:** Supplementary file 7 — Additional file 7: Table S5. Flow cytometry and immunofluorescence antibodies. Flow cytometry and immunofluorescence antibodies.

Table S5. Immunofluorescence and flow cytometry antibodies

| Target | Fluorophore | Manufacturer, Product Number, Dilution | Use |
| --- | --- | --- | --- |
| Fc block | - | BD Biosciences, 553142 | All Flow Cytometry |
| Aqua Live/Dead | AmCyan | ThermoFisher, 65-0866-14 | All Flow Cytometry |
| CD45 | Fitc | ThermoFisher**,**11-0451-82 | scRNA FACS |
| CD45 | BUV395 | BD Biosciences, 564279 | Flow Cytometry Analysis |
| CD64 | BV786 | BD Biosciences, 741024 | Flow Cytometry Analysis |
| CD11b | APC-Cy7 | BD Biosciences, 557657 | All Flow Cytometry |
| MHC II | AF700 | Biolegend, 107622 | Flow Cytometry Analysis |
| CD11c | BV421 | BD Biosciences, 562782 | Flow Cytometry Analysis |
| Cx3Cr1 | BV650 | Biolegend, 149033 | Flow Cytometry Analysis |
| CD4 | PE-CF594 | BD Biosciences, 562314 | Flow Cytometry Analysis |
| CD8 | PE-CF594 | BD Biosciences, 562315 | Flow Cytometry Analysis |
| SiglecF | PE-CF594 | BD Biosciences, 562757 | Flow Cytometry Analysis |
| B220 | PE-CF594 | BD Biosciences, 562313 | Flow Cytometry Analysis |
| NK1.1 | PE-CF594 | BD Biosciences, 562864 | Flow Cytometry Analysis |
| Ly6G | PE-CF594 | BD Biosciences, 562700 | Flow Cytometry Analysis |
| CD19 | AF700 | BD Biosciences, 557958 | Flow Compensation |
| Icam2 | - | BD Pharmingen, 553326, 1:500 | Primary (IF) |
| anti-Rat | AF488 | ThermoFisher, A21208, 1:500 | Secondary (IF) |

How the deposited data were processed for this re-analysis (not part of the article)

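Immune cells sorted from the posterior eye cups of female mice were measured by single-cell RNA sequencing with antibody-derived tags (ADT). The 8 mapped samples are 4 RNA libraries and the ADT libraries of the same cells, with 1 RNA library per condition. The conditions are WT control and *Nr4a1*-/- control, each from 22 mice, and WT laser and *Nr4a1*-/- laser, each from 11 to 12 mice on day 3 after 8 laser burns per eye. Eyes were pooled within each condition before sorting. The genotype and treatment fields of the 4 ADT samples all read the same, against their titles, and these samples were mapped by title. The *Nr4a1*-/- control library carries another library number than the other 3, so a batch difference cannot be excluded for the genotype ratios of the control pair or for the ratios of laser to control within *Nr4a1*-/-.

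The authors mapped the reads to mm10 with Cell Ranger 7.0.1 and deposited filtered matrices of raw UMI counts per gene or ADT and cell. No normalization had been applied to the deposited counts, and no annotation of cell types was used here. The counts were used as deposited. Gene identifiers are those of the files, and 32158 of the 32285 matched GENCODE M21, which gives the GRCm38 positions.

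Cells with 200 to 5000 detected genes and at most 15% mitochondrial UMIs were kept, as in the paper's methods. RNA UMIs per library ran from 7848548 in *Nr4a1*-/- laser to 38052948 in WT laser. This depth sets the precision of each value, and exact 95% intervals for counting error stand beside single-library values. A count of 0 was read as up to 3 counts of the total.

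Clustering used Seurat 5.3.0 with R 4.3.3. RNA counts were log-normalized and ADT counts transformed by the centred log-ratio, and both were integrated over the 4 libraries by reciprocal principal component analysis with 2000 variable genes. Weighted nearest neighbors used 19 RNA dimensions in all cells, 21 in the mononuclear phagocytes, 12 ADT dimensions and resolution 0.4. The genes of 10 lists (glycolysis, HIF1 and hypoxia response, tumor microenvironment, hyper-activation, MHC class II, CD11c, inflammatory cytokines, interferon response, NRF2 oxidative stress response and unfolded protein response) and the ADTs of CD11c and MHCII were left out of the clustering features. A further 4 lists (homeostatic microglia, complement, immediate-early and dissociation stress, and disease-associated microglia) were only described and were not left out. A cluster was named from fixed marker genes when at least 3 were detected and its leading genes and UMI count did not speak against the name.

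Doublets beyond the upper limit on detected genes were scored with Scrublet, run through scanpy 1.11.5. Its automatic threshold marked 19 cells (0.169%), so removal by that threshold was not used. As an alternative chosen after seeing the data, the 294 cells with the highest scores were removed, a number set by the usual doublet rate for the barcodes of each library.

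MDM-B-like cells were compared with all other macrophage-like, MDM-A-like and microglia-like cells of the same library. Raw counts were summed per class in the WT laser and *Nr4a1*-/- laser libraries and tested with edgeR 4.0.16 (TMM, quasi-likelihood test, library as a block, 1 residual degree of freedom) with Benjamini-Hochberg adjustment and a threshold of 0.05. Genes tested had a UMI in at least 10% of the cells of either class. DESeq2 1.42.0 was the alternative test. Both were tested on simulated counts for 7810 genes with the real depths. edgeR called 87% of 100 genes changed 2-fold and 99% of 100 genes changed 4-fold, with 18 of 7610 unchanged genes called, whereas DESeq2 called 31% and 82%, with 0 unchanged genes called. The counts were drawn at 1 dispersion (0.0077) with most genes unchanged, so these rates need not hold for the real fit.

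Genotypes, and laser and control, were compared within a class as ratios of CPM (UMIs of a gene scaled to all UMIs of the class), with exact conditional binomial intervals and no p-value. For a list, the median log2 ratio, with 0.5 added to the counts, was placed among 10000 random lists of the same size matched on mean level. To compare depths, each cell was thinned to 2000 UMIs. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, statsmodels 0.14.6 and matplotlib 3.10.9 were used.

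The genes named are those the paper names for these samples, up to 4 genes per list with the largest change in the MDM-B-like comparison, *Nr4a1*, and up to 10 genes per direction for genotype in microglia-like cells and in all other macrophages (macrophage-like, MDM-A-like and MDM-B-like cells together) and for laser in microglia-like cells. These last were at least 2-fold in the same direction in both pairs with at least 20 UMIs in the higher library, ranked by the smaller change. The alternatives were clustering without held-out features, from RNA alone, without integration or at resolution 0.8, a mitochondrial limit of 10%, no upper limit on detected genes, macrophage and microglia-like cells as the denominator, DESeq2, library totals in place of TMM, no filter on low genes, each library left out, other cells without microglia-like cells, the mean of each cell's CPM, and thinning. With no upper limit on detected genes, only the kept cells were counted again. Alternatives added after seeing the data were the removal of the highest doublet scores, unnamed clusters among the other macrophages, other cells without MDM-A-like cells, and all 4 libraries in the fit. Flow cytometry, laser CNV area and choroidal sprouting were not analysed here, and 1 gene that the paper names is not reported here.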

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

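The tests in this part, the neutrophil-like and T-like comparisons and the doublet test of the lymphocyte gene clusters, were chosen only after the result was seen, except the test of doublets among MDM-B-like cells.

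The paper's text compares no genes between laser and control within neutrophils, and after laser the neutrophil-like cells carried more *Siglecf*, a sialic acid-binding receptor best known from eosinophils. It was 14.1 times higher in WT laser than in WT control (7.41 to 30.1) and 12.9 times higher in the *Nr4a1*-/- pair (3.96 to 66.7), above the level of the control libraries. A UMI of *Siglecf* was found in 26.4% of neutrophil-like cells of WT laser and 4.39% of WT control, and in 20.2% and 2.97% of the *Nr4a1*-/- laser and *Nr4a1*-/- control cells, at median depths of 4076 and 4342 UMIs in WT. In T-like cells of WT laser, which should lack it, the share was 0.296% at 5530 UMIs. The eosinophil granule gene *Epx* had 0 UMIs in the neutrophil-like cells of all libraries. *Ltc4s*, leukotriene C4 synthase, was 7.47 times higher in WT laser than in WT control neutrophil-like cells (4.85 to 12.0) and 13.7 times in *Nr4a1*-/- (5.47 to 44.3). *Spp1* and *Gpnmb*, leading genes of MDM-B-like cells, were higher in these cells too (5.36 and 11.7 times in WT), and the B cell genes *Igkc* and *Cd79a* lower (0.187 and 0.229), so free RNA or mixed cells are not excluded for part of the change, although *Siglecf* itself had 1.12 CPM in MDM-B-like and 94.5 CPM in neutrophil-like cells of WT laser.

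T-like cells, in which the paper's text likewise compares no genes between laser and control, carried more *Il17a*, the cytokine of type 17 lymphocytes, after laser: 11.9 times more in WT laser than in WT control (7.83 to 18.8), with a UMI in 6.21% and 0.794% of the cells. In *Nr4a1*-/- laser there were 36 UMIs, and *Nr4a1*-/- control was listed at 0. *Gzmc*, a granzyme of cytotoxic lymphocytes, was 13.9 times higher in T-like cells of WT laser than of WT control (7.12 to 31.0) and 13.5 times in *Nr4a1*-/- (7.63 to 25.3), from 0.592% of the T-like cells of WT laser. The T-like cells form a pair of clusters whose mix differed: the one led by *Cxcr6* and *Trdc* held 217 of 630 T-like cells in WT control, 418 of 676 in WT laser, 97 of 364 in *Nr4a1*-/- control and 117 of 207 in *Nr4a1*-/- laser, so a change of mix and a change within cells are both open. Each ratio compares 1 library with 1 other, and the genes of this and the preceding paragraph were named after their values were seen.

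Clusters of B cell and T cell genes appeared among the reclustered mononuclear phagocytes. Doublets of a lymphocyte and a mononuclear phagocyte may account for them. The B-like cluster held 1.47 (1.35 to 1.59) times the median UMIs per cell of the named macrophage classes of the same library. The T cell gene cluster held 1.58 (1.47 to 1.67) times as many. This test took the place of one on *Csf1r*, whose outcome the choice of cells had fixed. Depth alone cannot decide, since cDC1-like cells had a median of 13798 UMIs, against 11958 and 12160 in these clusters. The highest Scrublet scores held 34.6% of the B-like and 59.0% of the T cell gene cluster. They held 0.498% of the named macrophage classes, and 0.444% of B-like and 1.23% of T-like cells of the first clustering. The tables argue against many such doublets in the MDM-B-like cluster, where 5.83% of the cells had UMIs of at least 2 lymphocyte marker genes, against 12.7% of microglia-like cells. At equal depth the shares were 0.422% and 1.88%, with 3 and 8 cells left out. Free RNA of lymphocytes stays open as a source of part of these UMIs, and no biological explanation was tested.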

How the results depend on the processing

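The settings with all 4 libraries, without MDM-A-like cells, with unnamed clusters added and without the highest Scrublet scores were tests chosen only after the result was seen.

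Of the values recomputed under other settings, the single genes and sites kept their side of the threshold or stayed within their interval in 1064 cases, moved in 143, turned in 12, and lost or gained a call in 18 and 2, while the values that answer a comparison stayed in 345 cases, moved in 58, turned in 2 and lost a call in 3. *Itgax* kept its direction in every setting in which it was recomputed, from 1.25 to 2.32. The *Nr4a1*-/- to WT laser ratio of the MDM-B-like share lay between 1.48 and 1.89 in the settings in which it was recomputed. That of the MDM-A-like share lay between 0.553 and 0.665. Neither share was recomputed with no upper limit on detected genes. That limit took 138 barcodes from WT laser and 10 from *Nr4a1*-/- laser, and their classes are unknown. Planned removal of doublets by the automatic Scrublet threshold was not run, because it marked 0.169% of the cells. Between conditions, no paired analysis was possible because each condition is 1 library, while the MDM-B-like comparison has the library as its block. The shallow *Nr4a1*-/- laser library limits what can be seen in rare classes. For the changes that follow, the cause was not tested.

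With DESeq2, 645 genes were higher and 1085 lower over all genes tested, 6 hypoxia genes were higher, and 1 NRF2, 3 tumor microenvironment and 0 unfolded protein response genes were lower.

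With clusters from RNA alone, MDM-B-like cells made up 10.4% of WT laser and 15.6% of *Nr4a1*-/- laser. *H2-Eb1* turned to 0.36, *H2-Aa* to 0.10, *Cd74* to 0.034 and *Cybb* to 0.039. In MHC class II, 1 gene was higher and 1 lower. Lower genes numbered 5 in glycolysis, 1 in the hypoxia list and 2 in the unfolded protein response, and 1 inflammatory gene was higher. In MDM-B-like cells, *Nr4a1*-/- laser over WT laser was 0.851 for *Cd36*, 1.10 for *Tnf* and 1.24 for the glycolysis sum. *S100a8* in the control pair turned to 1.25.

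With no genes or ADTs held out, 4 MHC class II, 4 interferon and 2 unfolded protein response genes were lower, *H2-Eb1* lost its call at -0.20, and the MDM-A-like share of WT laser was 16.2%.

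With no integration, 4 glycolysis, 1 hypoxia and 2 unfolded protein response genes were lower, and *H2-Eb1* lost its call at -0.16. The MDM-A-like share of WT laser was 21.0%, the non-classical monocyte-like share of *Nr4a1*-/- control 0.118%, the tumor microenvironment sum 1.16, and *S100a8* in the laser pair turned to 2.34.

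At resolution 0.8, *Ccl5* and *Dach1* in the control pair turned to 0.475 and 0.182.

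Over macrophage and microglia-like cells, the WT laser and *Nr4a1*-/- laser shares were 34.1% and 22.7% for MDM-A-like and 11.1% and 21.0% for MDM-B-like cells, by construction.

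After thinning, *Tnf* was 0.978 and the glycolysis sum 1.24 in MDM-B-like cells, and *Ccl5* in the control pair turned to 0.797. The *Nr4a1* ratio was 0.272 and 0.0801 in B-like and T-like cells of the laser pair, and 0.383 and 0.220 in all macrophage-like (MDM-A-like and MDM-B-like included) and microglia-like cells of the control pair.

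At a mitochondrial limit of 10%, the filter kept 11053 cells (3686 of WT control, 3756 of WT laser, 1978 of *Nr4a1*-/- control and 1633 of *Nr4a1*-/- laser), and with no upper limit on detected genes 11413 (3796 of WT control, 3929 of WT laser and 1659 of *Nr4a1*-/- laser). With no filter on low genes, 1 inflammatory gene was higher.

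Without microglia-like cells, 1 hypoxia and 0 unfolded protein response genes were lower, and with unnamed clusters added, 1 hypoxia gene was lower.

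Without MDM-A-like cells, *H2-Eb1* turned to 0.23, *H2-Aa* to 0.28, *Cd74* to 0.0098 and *Cybb* to 0.27. In MHC class II, 2 genes were higher and 1 lower, and lower genes numbered 1 in the hypoxia list, 4 in the interferon response and 2 in the unfolded protein response.

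With all 4 libraries, 874 genes were higher and 1287 lower. Lower genes numbered 2 in MHC class II, 0 in NRF2, 1 in hyper-activation, 3 in the tumor microenvironment list and 0 in the unfolded protein response. *Cd36* turned to 0.54, and *H2-Eb1* lost its call at -1.05.

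With a single laser library, which gives a value and no test, *H2-Eb1* ranged from -1.08 to -0.38 and *Itgax* from 1.58 to 2.05.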

Differences from the paper's values

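The fit with all 4 libraries, control libraries included, and the fit without MDM-A-like cells were tests chosen only after the result was seen.

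At the settings used for the reported values, the barcodes and kept cells of each library had the numbers that the paper's text states. Mononuclear phagocytes came to 5509, against 5586 in the paper. MDM-B-like cells made up 5.93% of them in WT laser and 10.2% in *Nr4a1*-/- laser, against 5.5% and 9.1% in the paper. Other settings differed more. With RNA alone, the MDM-B shares were 10.4% of WT laser and 15.6% of *Nr4a1*-/- laser, and over macrophage and microglia-like cells they were 11.1% and 21.0%. With no upper limit on detected genes 211 cells were removed, and at a mitochondrial limit of 10% 571, against 401 in the paper. The paper gives its number of cells as that left after filtering low-quality cells, while the deposited matrices hold this number before the filter of its methods, which leaves 11223. Clusters and their names were rebuilt from the deposited counts, differences can come from this, and fewer macrophage and microglia clusters carried a name here than in the paper. The paper's text gives the MDM-B shares over all cells recovered, and the legend of Fig. 6D names macrophage and microglia clusters, so both denominators are printed and no direction is drawn between the paper's shares and these.

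In its comparison of MDM-B with other macrophages, the paper's test took cells as replicates, and the test here took sums per library. The paper lists *Csf1* among the tumor microenvironment genes of MDM-B, whereas its log2 fold change here was 0.09 (adjusted p = 0.74 from edgeR's quasi-likelihood test). Of the alternatives set before the data were examined, the comparison without microglia-like cells called *Csf1* higher, at 2.02 (adjusted p = 5.0e-18 from that test), and no other setting called it. The paper reports *Igf1* as differentially expressed in MDM-B, and the legend of Fig. 7C and its conclusions place it among genes raised there. Here, in contrast, its log2 fold change was -0.29 (adjusted p = 0.17 from that test), and it was called lower only without microglia-like cells, at -0.80 (adjusted p = 1.0e-05 from that test). The paper's other genes of this group, *Vegfa*, *Hif1a*, *Cxcr4*, *Mmp12*, *Mmp14* and *Aldoa*, were higher here too.

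The paper reports no change of *Cd36* in MDM-B, and for the same result its results name Nox2 where its discussion names *Nos2*, so whether a value of *Cybb* differs from the paper is open. Here, *Cd36* was lower, with a log2 fold change of -0.61 (adjusted p = 0.0011 from edgeR's quasi-likelihood test). It stayed lower in every alternative set before the data were examined in which it was recomputed. With all 4 libraries in the fit, chosen after seeing the values, it was not called (0.54, adjusted p = 0.38 from that test). *Cybb*, which encodes NOX2, was lower at -0.31 (adjusted p = 0.030 from that test). It was not called with DESeq2 (adjusted p = 0.23) and, by edgeR's quasi-likelihood test, with RNA alone (adjusted p = 0.80), no filter on low genes (adjusted p = 0.051), no held-out features (adjusted p = 0.23), no integration (adjusted p = 0.33) or resolution 0.8 (adjusted p = 0.076). Without MDM-A-like cells and with all 4 libraries, both chosen after seeing the values, it was not called either (adjusted p = 0.089 and 0.93 from that test). Lower *Tnf* in MDM-B matches the paper's direction, and *Il12b* was not detected in MDM-B-like cells and could not be tested. Between genotypes within MDM-B, where the paper reports none of these genes as different, *Tnf* was 1.54 times higher in *Nr4a1*-/- laser, with no test possible between single libraries, and at 0.978 of WT after thinning, with an interval of 0.515 to 1.83 that does not settle it.

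The paper describes MDM-B as having some of the lowest MHCII of the macrophage populations. Here, *H2-Eb1* was lower in MDM-B-like than in MDM-A-like and macrophage-like cells in both laser libraries, but higher than in microglia-like cells (1288 against 95.3 CPM in WT laser), and the median MHCII ADT count in *Nr4a1*-/- laser was higher in MDM-B-like than in macrophage-like cells (34.5 against 17).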

Other observations

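The tests of free RNA in lymphocytes, of the number of libraries and of the chromosome 15 genes, and the intervals of the interferon medians, were chosen only after the result was seen.

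Microglia-like cells took on a different profile after laser in both genotypes. Genes of disease-associated microglia were higher, with a median log2 ratio of laser to control of 0.58 in WT (percentile 99.98 among 10000 matched random lists) and 0.66 in *Nr4a1*-/- (percentile 100). *Spp1* was 16.3 times higher in WT laser than in WT control (11.9 to 22.7) and 711 times in *Nr4a1*-/- (374 to 1557), where control cells held 9 UMIs, and 7.87 and 202 times after thinning, while T-like cells, a measure of free RNA, had 2.30 CPM in WT control and 56.4 in WT laser. *Fn1*, fibronectin, was 55.4 times higher in WT (15.1 to 461.5) from 2 UMIs in control, and went from 0 to 85 UMIs in *Nr4a1*-/-. *Thbs1* was 7.57 and 12.4 times higher, and *Emp1* 28.4 and 19.4 times. Homeostatic genes were lower, at medians of -0.33 (percentile 1.54) and -0.80 (percentile 0), with summed ratios of 0.852 and 0.740. The disease-associated and homeostatic genes were not left out of the clustering. The immediate-early and dissociation stress genes were also lower after laser, at -1.03 and -0.92 (percentile 0 in both), as were the heat shock genes *Hsph1* (ratios 0.218 and 0.196) and *Dnaja4* (0.280 and 0.288), genes that respond to cell handling. MHC class II genes were higher at 1.88 and 1.86, but *H2-Eb1* in microglia-like cells of WT laser, at 95.3 CPM, lay below the 152 CPM of T-like cells, and in *Nr4a1*-/- laser, at 250.2 CPM, above their 207 CPM. The glycolysis list had medians of 0.27 and 0.54 (percentiles 94.5 and 99.97), the hypoxia list 0.23 and 0.18, the complement list 0.17 and -0.04, and the inflammatory list -0.19 and -0.20. *Ahnak*, *S100a6*, *Lgals1*, *Vim* and *Anxa2* were also higher, by 6.88 to 13.3 times in WT, and are abundant in T-like cells, where they reached 175 to 1358 CPM in WT laser. *Acer2*, *1700008J07Rik*, *Zfp456*, *Adrb1*, *Ppp1r18os*, *Gm20470*, *Coq8a* and *Tex14* were lower after laser, with 0 to 3 UMIs in *Nr4a1*-/- laser. The interferon list was at 1.08 in WT (percentile 100), and in *Nr4a1*-/- only 2 of its genes had enough UMIs. A batch difference of the *Nr4a1*-/- control library is not excluded for the *Nr4a1*-/- values.

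Between the genotypes, microglia-like cells of *Nr4a1*-/- had a higher level of *Klf2*, a transcription factor of endothelial and immune cell quiescence, at 2.03 times WT in the laser pair (1.78 to 2.32) and 2.12 times in the control pair (1.97 to 2.28). *H2-Ab1*, an MHC class II chain, was 2.45 and 2.38 times higher, although in WT it lay below the level of T-like cells (138 against 147 CPM in WT laser, and 338 against 190 in *Nr4a1*-/- laser), so free RNA is not excluded, and *Negr1*, a cell adhesion molecule of neurons, 5.03 and 2.92 times. *Spag6l*, *Bex3*, *Slc35b3*, *AU022793* and *Hsph1* were also higher in both pairs from few UMIs (for *Hsph1*, 13 and 23 in the laser pair), and *Trpm3*, *Rab37* and *Dqx1* were lower. In the laser pair, *Bex3* (0.979 to 4.28), *Trpm3* (0.00536 to 1.31) and *Rab37* (0.00553 to 1.35) differed by no more than counting error. After thinning, *Bex3* was at 0.998 and *Spag6l* at 1.11 in the laser pair, and both at 2.19 in the control pair. The MHC class II list had medians of 0.92 and 0.76 (percentile 100 in both pairs), the stress list 0.42 and 0.19, the homeostatic list -0.11 and 0.08, the disease-associated list 0.18 and 0.04 (summed ratios 1.75 and 1.11, with *Spp1* at 4305 CPM in *Nr4a1*-/- laser against 277 in WT laser), and the complement list -0.09 and 0.16. A UMI of *H2-Eb1* was found in 10.5% of microglia-like cells of *Nr4a1*-/- laser and 22.6% of WT laser. After thinning, with 7 and 1 cells left out, these shares were 6.12% and 6.44%. In the control pair they were 7.18% and 6.06%, and 1.66% and 1.68% after thinning. The higher *H2-Eb1* level in *Nr4a1*-/- laser thus did not come from a larger share of cells. In all macrophages other than microglia-like cells, MDM-A-like and MDM-B-like cells included, *Dcstamp*, a gene of cell fusion in osteoclasts, was 4.06 and 4.71 times higher in *Nr4a1*-/- and *Ccl5*, a chemokine, 2.34 and 2.48 times, the latter turning to 0.797 in the control pair after thinning. *Bend3* and *Dach1* were higher as well, the latter turning to 0.182 in the control pair at resolution 0.8, and *Gbp2b*, *Lilra6*, *Mettl7a1*, *Dagla*, *Mtrr* and *1810062O18Rik* lower. *Mtrr* differed by no more than counting error in the laser pair (0.0995 to 1.04) and the control pair (0.118 to 1.09). After thinning, *Gbp2b* and *Lilra6* were at 0.885 and 0.921 in the laser pair, and at 0.478 and 0 in the control pair. *Ly6c2*, a marker of classical monocytes, was at 0.293 (0.227 to 0.372) and 0.0295 (0.000734 to 0.171) of the WT level. In *Nr4a1*-/- laser and WT laser, it had 35.0 and 120 CPM in these macrophages and 269 and 289 CPM in T-like cells. *Ccl5* had 105 and 44.7 CPM in these macrophages and 5113 and 5293 CPM in T-like cells of the same libraries. Free RNA or mixed cells are thus not excluded for *Ly6c2* and *Ccl5*. The neutrophil genes *S100a9* (0 against 136 UMIs in the laser pair) and *S100a8* (0.398 and 0.0256) were lower, though *S100a8* turned direction with other clusterings. In these macrophages, the interferon list had medians of -0.89 and 0.24 and the inflammatory list -0.62 and 0.47, in a mix of cells that differed between the libraries (MDM-A-like cells were 378 of 781 in WT laser and 108 of 371 in *Nr4a1*-/- laser, MDM-B-like cells 123 and 100), and the complement, stress and MHC class II lists had medians between -0.28 and 0.12. Each of these comparisons sets 1 library against 1 other and has no replicate check, and strain background cannot be told apart from genotype.

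Interferon response genes were lower in *Nr4a1*-/- microglia-like cells, with median log2 ratios of -1.97 in the laser pair (-2.22 to -1.19) and -2.64 in the control pair (-3.51 to -1.97). *Ifit2* was at 0.183 and 0.0462, *Ifit3* at 0.209 and 0.0783 and *Oasl2* at 0.237 and 0.145 of WT, and *Oasl1* had 0 UMIs in *Nr4a1*-/- against 105 and 40 in WT, with *Ifit1*, *Ifit3b* and *Ifi206* lower as well. Without the 5% of cells richest in these genes, which held 46.7% of the list's UMIs in WT laser and 70.4% in WT control, the laser median was -1.35 (-2.84 to -1.05), which argues against a few interferon-rich cells as its whole source, whereas the control median was -1.19 (-1.69 to -0.19), so a few rich cells and a general difference cannot be told apart there. Free RNA is argued against by T-like and B-like cells, whose lowest list median was -0.47. With 1 library per genotype and treatment, an effect of *Nr4a1* loss, of the strain background and of the library cannot be told apart, and each may be the source.

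Of 34 genes named for the genotype comparisons, 4 (*Dcstamp*, *Dpys*, *AU022793* and *Zfpm2*) start between 39745930 and 40655035 on chromosome 15 of GRCm38, 60.6 Mb from *Nr4a1*. *Mettl7a1*, also named, starts at 100304140, near *Nr4a1* at 101254269, and was at 0.365 (0.142 to 0.785) and 0.360 (0.122 to 0.887) of WT in the other macrophages. *Zfpm2* was 4.53 and 15.6 times higher in *Nr4a1*-/- microglia-like cells in the laser and control pairs, *Dcstamp* 4.01 and 13.6 times, and *Dpys* 8.37 and 15.7 times higher in the other *Nr4a1*-/- macrophages. As many genes within 1 Mb came up in 0.03% of 10000 random draws, so a local difference on this chromosome is a candidate explanation, although the neighbor *Oxr1* was near equal in microglia-like cells (1.10 and 0.980) and *Lrp12* was higher (2.35 and 1.70). In the other macrophages, *Oxr1* was at 0.992 in the laser pair and 1.49 (1.27 to 1.73) in the control pair. *Lrp12* was near equal there, at 1.09 and 1.14. The paper's methods give different strain labels for the WT and the *Nr4a1*-/- mice. With 1 library per genotype and treatment, a local difference, the loss of *Nr4a1*, the strain background and the library cannot be told apart.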
